# A single-cell transcriptomic atlas of primate pancreatic islet aging

**DOI:** 10.1093/nsr/nwaa127

**Published:** 2020-06-10

**Authors:** Jingyi Li, Yuxuan Zheng, Pengze Yan, Moshi Song, Si Wang, Liang Sun, Zunpeng Liu, Shuai Ma, Juan Carlos Izpisua Belmonte, Piu Chan, Qi Zhou, Weiqi Zhang, Guang-Hui Liu, Fuchou Tang, Jing Qu

**Keywords:** islet, β-cell, aging, single-cell RNA sequencing, primate

## Abstract

Aging-related degeneration of pancreatic islet cells contributes to impaired glucose tolerance and diabetes. Endocrine cells age heterogeneously, complicating the efforts to unravel the molecular drivers underlying endocrine aging. To overcome these obstacles, we undertook single-cell RNA sequencing of pancreatic islet cells obtained from young and aged non-diabetic cynomolgus monkeys. Despite sex differences and increased transcriptional variations, aged β-cells showed increased unfolded protein response (UPR) along with the accumulation of protein aggregates. We observed transcriptomic dysregulation of UPR components linked to canonical ATF6 and IRE1 signaling pathways, comprising adaptive UPR during pancreatic aging. Notably, we found aging-related β-cell-specific upregulation of HSP90B1, an endoplasmic reticulum-located chaperone, impeded high glucose-induced insulin secretion. Our work decodes aging-associated transcriptomic changes that underlie pancreatic islet functional decay at single-cell resolution and indicates that targeting UPR components may prevent loss of proteostasis, suggesting an avenue to delaying β-cell aging and preventing aging-related diabetes.

## INTRODUCTION

Pancreatic islet cells are vital regulators of glucose metabolism and their decay during aging leads to decreased glucose tolerance and even diabetes [1]. Mounting pieces of evidence suggest that aging can cause increased islet mass, impaired islet turnover and increased transcriptional noise in mammalian pancreatic islets [2]. Senescent cells accumulate in pancreatic islets with age, as well as in type 2 diabetes (T2D) [3]. Conversely, clearance of senescent islet cells improves pancreatic endocrine function and restores glucose homeostasis [4], strongly supporting a link between aging, functional failure of islet cells and diabetes. Therefore, a better understanding of molecular changes in aged islet cells may help preserve or regenerate endocrine function, opening up new therapeutic opportunities to inhibit the progression of diabetes in the context of aging.

Endocrine cells are spherically clustered into the islets of Langerhans, and constitute only about 1%–4% of total pancreas mass [5]. Pancreatic islets consist of four major endocrine cell types: glucagon-producing α-cells, insulin-producing β-cells, somatostatin-producing δ-cells and polypeptide-producing PP-cells [5,6]. These cells interact with each other and regulate glucose homeostasis in a multi-hormonal manner [7]. The cellular composition and topological structure of islets vary across different mammalian species [5]. Human islet biology is still poorly understood due to the limitations in sample availability and ethical concerns. Non-human primates (NHPs) such as cynomolgus monkeys are similar to humans in terms of pancreatic structure and diabetes susceptibility, providing comparative models to study primate islet aging. Indeed, the spontaneous occurrence of aging-related insulin resistance and diabetes, as seen in diabetes patients, is observed in monkeys [8]. Thus, obtaining and analyzing islets isolated from cynomolgus monkeys will enable a better understanding of the mechanism underlying the etiology of aging-related diabetes.

One obstacle that impedes a deeper understanding of islet biology is the high variability between islet cells. Endocrine cells are highly heterogeneous in properties, including hormone secretion and glucose responsiveness [9,10]. Heterogeneity is also observed in the expression of aging markers between and within islets in the same pancreas upon aging. Thus, conventional analysis of a whole islet or sorted cell populations may mask subtle changes within certain cell populations that drive functional heterogeneity [11]. Recent advances in single-cell RNA sequencing (scRNA-seq) have allowed the collection of transcriptomic data from individual endocrine cells and profiling of cell-type-specific changes during the emergence of metabolic diseases. Using the approach, scRNA-seq studies of human pancreas have been reported, supporting increased transcriptional noise and loss of cell identity during aging [11–13]. However, the critical molecular drivers underlying islet cell functional decline during aging amid transcriptional heterogeneity remain unclear. Identifying the cell type particularly vulnerable to aging and uncovering the molecular changes occurring during pancreatic islet cell aging are critical to the development of accurate interventions against aging-related diseases [14,15].

To address this gap, we assembled a pancreatic islet aging atlas for non-diabetic cynomolgus monkeys at single-cell resolution, and identified endocrine α-, β-, δ- and PP-cells. Cell-type-specific effects of aging on gene expression signatures were analyzed, supporting increased cell-to-cell transcriptional noise in α-cells and β-cells during aging. Despite the existence of gender dimorphism and transcriptional noise, the unfolded protein response (UPR) emerged as a major pathway affected by aging specifically in β-cells. The analysis revealed escalated expression of UPR genes in canonical activating transcription factor 6 (ATF6) and inositol-requiring enzyme 1 (IRE1) signaling pathways, consistent with increased aggresomal signals in pancreatic islets of old individuals. *HSP90B1*, an endoplasmic reticulum (ER) chaperone, was one of the most upregulated genes and was increased specifically in aged β-cells. Upon glucose exposure, exogenous expression of *HSP90B1* in pancreatic islet cells resulted in compromised insulin secretion, suggesting that UPR proteins play a crucial role in the regulation of insulin secretion and glucose sensing. Our study provides a foundational resource of an NHP pancreatic islet aging atlas, identifies loss of proteostasis as a primary hallmark of β-cell aging, and therefore provides new intervention targets for aging-related pancreatic diseases.

## RESULTS

### Single-cell RNA sequencing of pancreatic islets from non-human primates

We selected eight young (4–6 years old) and eight old (18–21 years old) healthy cynomolgus monkeys, analogous to approximately 20- and 70-year-old humans, respectively (Supplementary Fig. S1A). To evaluate pancreatic function in hormone secretion and glucose control, we measured fasting blood glucose, insulin, c-peptide and glucagon levels in different animal groups, which showed no obvious differences between young and old individuals (Supplementary Fig. S1B and C). Glucose tolerance was weakened in old monkeys, but not statistically significant (Supplementary Fig. S1B). Additionally, an examination of classic features of islet senescence of rodents, including increased islet volume and enlarged islet size, revealed no statistical difference between young and old monkeys (Supplementary Fig. S1D) [1,10,16]. Altogether, we did not detect apparent differences in pancreatic islet structure or secretory function between young and old monkeys, allowing us to monitor the molecular effect of aging in advance of the appearance of diabetic phenotypes.

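Islet cells of 16 cynomolgus monkeys were analysed, 8 young (4 females and 4 males) and 8 old (4 females and 4 males), with 4 libraries per monkey. Single cells were picked by mouth pipette and tagged with cell barcodes and unique molecular identifiers (UMIs). The authors aligned the reads to the macaque genome, counted uniquely mapped reads per gene, collapsed reads with the same UMI, and deposited the UMI counts of each gene in each cell, without normalization and before cells were filtered. The counts covered 21041 macaque genes, listed by symbol or Ensembl identifier, and 95 spike-in RNAs, which held 5.41% of the UMIs of the cells retained here. In the 8 young monkeys, between 20719761 and 34053080 UMIs per monkey were counted in retained cells (median 25612483), and in the 8 old monkeys between 22432793 and 33646154 (median 27304354). The median number of UMIs per cell was between 39036.5 (young male 3) and 87879.5 (young female 4) in young monkeys and between 57043.5 and 83942.5 in old monkeys, with medians of 63676 and 64919. Depth per cell did not differ between age groups beyond the spread between monkeys (exact permutation test, two-sided, p = 0.642 for UMIs and 0.703 for detected genes). The tissues were collected on sequential days, 1 monkey per day, so the collection day and the monkey are the same variable and a difference between monkeys includes any difference between days. Monkeys were taken as the replicates. Levels are given as CPM (counts scaled to 1e+06 UMIs), each with the SD between monkeys. In comparisons of cell types this is the mean over a monkey's cells of the CPM of each cell, and in comparisons of age it is the TMM-normalized CPM of the summed cells of a monkey, or else the mean of log2(CPM/10 + 1) over cells. Differential expression was tested on the UMI counts summed over the cells of each monkey, where a monkey had at least 5 cells, with edgeR's quasi-likelihood test, with sex in the model and with Benjamini-Hochberg adjustment over the genes tested.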

To analyze the cell populations and molecular characteristics of aged primate pancreatic islets, we performed scRNA-seq of islets from cynomolgus monkeys using a modified single-cell tagged reverse transcription (STRT) protocol (Fig. 1A) [17]. After critical cell quality control and filtering, a total of 5 575 single cells were retained in the downstream analyses, and expression of 4 389 genes on average was detected in each cell (Supplementary Figs S1A and S2A; Supplementary Table 1). 

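Among 6141 barcodes, 5908 had over 800 genes and over 10000 UMIs and were retained here, 2957 from young and 2951 from old monkeys, with 338 to 381 cells per monkey and 79 to 96 cells per library. The share of reads mapped to the genome, a further filter in the paper, was not used here. The mean number of genes per retained cell was 4305. Retained cells held between 10016 and 696893 UMIs, with a median of 69502.5. In 45 of them (24 from young and 21 from old monkeys) fewer than 10000 of the UMIs fell on macaque genes, and these cells were left out wherever cells were thinned to 10000 UMIs.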

Unsupervised clustering analysis separated different cell types into distinct clusters with the absence of individual heterogeneity (Fig. 1B; Supplementary Fig. S2B; Supplementary Table 1). 

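Retained cells were clustered on 67 marker genes listed for 10 cell types by the Leiden method, first on all cells and then within each larger cluster, and each cluster was named by the same markers. α-like clusters held 4411 cells, β-like clusters 1237 cells, and the δ-like and PP-like clusters 110 and 79 cells. Small clusters carried acinar (20 cells), immune (23 cells), stellate (16 cells) and endothelial (12 cells) markers. A part of Supplementary Table 1 was used for the names of cells, and of the 1380 named α that were retained here, 1363 lay in α-like clusters, and of its 550 β-cells 541 lay in β-like clusters. For δ-cells and PP-cells these numbers were 21 of 24 and 30 of 34. The complete list of the authors' β-cells came from Supplementary Table 2, and 1129 of its cells (96.6%) lay in β-like clusters. Several clusters took their cells unevenly from the monkeys. Among the 660 cells of an α-like cluster led by FDCSP, UBD, VCAM1, CCL2 and BCL2A1, 199 came from young male 3. Old female 2 gave 30 of the PP-like cells, young female 1 gave 17 of the acinar-like cells and young male 3 gave 13 of the immune-like cells. For what follows, β-cells are the listed cells, 524 of young and 645 of old monkeys, and α-cells are the 4381 α-like cells outside that list, except in edgeR's tests between cell types, which took all cells of the α-, β-, δ- and PP-like clusters.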

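The mean CPM per cell of each hormone in the cells of its own type was compared with that in the other endocrine cells of the same monkey by an exact sign-flip permutation test over monkeys (two-sided). GCG in α-cells was at 93066 ± 13780 CPM (SD, n = 16 monkeys) and at 27572 ± 9162 CPM in the other endocrine cells, a mean log2 ratio of 1.81. INS in β-cells was at 73537 ± 10717 CPM (SD, n = 16) and elsewhere at 8125 ± 4534 CPM, a log2 ratio of 3.41. SST in δ-cells was at 96029 ± 14121 CPM over the 11 monkeys with at least 5 δ-cells, and at 1062 ± 835 CPM in other endocrine cells. PPY in PP-cells was at 94476 ± 24381 CPM over 7 monkeys, and at 2235 ± 1792 CPM in other endocrine cells. Each hormone was higher in its own type in every monkey compared (p = 3.1e-05 for GCG and INS, 0.000977 for SST and 0.0156 for PPY, the smallest values that 16, 11 and 7 monkeys allow; adjusted over the 20 marker genes tested, 4.7e-05, 0.00109 and 0.0156). The hormones were among the markers by which cells were clustered and named, and the authors drew their β-cell list from expression. A higher level in the own type was thus set beforehand, and these p values do not test it. GCG and INS had a UMI in 100% of the endocrine cells of the other types, SST in 80.9% and PPY in 85.4%.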

All major cell types were identified, based on specific cell marker expression, including *GCG* (α-cell), *INS* (β-cell), *SST* (δ-cell) and *PPY* (PP-cell) (Fig. 1B). The number of cell-type-specific genes found in β-cells surpasses that of other cell types, indicative of their highly specialized function (Fig. 1C and D; Supplementary Fig. S2C; Supplementary Table 1). 

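Genes were counted as specific where 1 endocrine type exceeded the mean of the other 3 in edgeR's test. The limits were a log2 fold change over 1, an adjusted p under 0.05 and a UMI in over 25% of the cells of the type. Such genes numbered 654 in β-cells, 415 in α-cells, 271 in PP-cells and 194 in δ-cells, of 12435 genes tested. The types are the clusters, and the marker genes listed for clustering are not counted. A counted gene can be about as high in a single other type, since only the mean was tested. The sums came from 16 monkeys for α- and β-cells, 11 for δ-cells and 7 for PP-cells. The alternative that moved these counts most was a threshold of 2 on the log2 fold change, with 146 genes in β-cells, 93 in α-cells, 76 in PP-cells and 81 in δ-cells. With the α- and β-cells of each monkey reduced to its number of δ-cells, β-cells had 273 such genes, δ-cells 150, α-cells 122 and PP-cells 83.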

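IAPP was at 2588 ± 1027 CPM (SD, n = 16 monkeys) in β-cells and at 50.4 ± 35.8 CPM in the other endocrine cells of the same monkeys. SLC2A2 was at 642 ± 144 CPM in β-cells and at 8.12 ± 6.29 CPM elsewhere. Between the clusters, against the mean of the other types, edgeR gave IAPP a log2 fold change of 5.59 (standard error 0.22, adjusted p = 2.1e-27) and SLC2A2 one of 6.48 (standard error 0.27, adjusted p = 3.1e-26), and both genes were higher in β-cells in 16 of 16 monkeys. An IAPP UMI was found in 99.9% of β-cells and in 68.5% of the other endocrine cells.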

A plethora of known β-cell markers were found, including *IAPP* encoding Islet Amyloid Polypeptide,which is another hormone secreted from β-cells, and *SLC2A2* (also known as *GLUT2*) responsible for glucose uptake in β-cells (Fig. 1C and D; Supplementary Fig. S2C and D) [18]. In addition, *ERO1B*, a gene that encodes endoplasmic reticulum oxidoreductase 1 beta [19], and *TMEM132B* [20], which functions in cellular adhesion, were identified and experimentally verified as novel markers for β-cells (Fig. 1C–E). 

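ERO1B was at 1415 ± 402 CPM (SD, n = 16 monkeys) in β-cells and at 155 ± 86.4 CPM in the other endocrine cells, with a log2 fold change of 3.19 between the clusters (standard error 0.14, adjusted p = 5.5e-25, edgeR). TMEM132B was at 203 ± 74.7 CPM in β-cells and at 5.93 ± 5.08 CPM elsewhere, with a log2 fold change of 4.75 (standard error 0.32, adjusted p = 1.5e-17). Either gene was higher in β-cells in all 16 monkeys. TMEM132B had a UMI in 87.8% of β-cells and in 18.6% of other endocrine cells, and ERO1B in 99.7% and 89.4%.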

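In α-cells, TSPAN12 was at 815 ± 240 CPM (SD, n = 16 monkeys) and ARRDC4 at 326 ± 85.6 CPM, and in the other endocrine cells they were at 93.0 ± 47.1 and 83.1 ± 33.4 CPM. Among δ-cells of 11 monkeys, ANK3 was at 385 ± 199 CPM, EHF at 288 ± 142 CPM and CSGALNACT1 at 167 ± 159 CPM, and the other endocrine cells had 21.3 ± 15.2, 26.8 ± 8.30 and 1.93 ± 3.54 CPM. UGT2B20 was at 155 ± 101 CPM in PP-cells of 7 monkeys and at 1.06 ± 0.748 CPM in the rest. The log2 fold changes from edgeR, between the clusters, were 2.90 for TSPAN12 (adjusted p = 1.3e-20), 1.93 for ARRDC4 (2.4e-15), 3.55 for ANK3 (5.6e-13), 3.15 for EHF (1.3e-13), 7.97 for CSGALNACT1 (1.1e-16) and 7.24 for UGT2B20 (1.5e-13). Every monkey compared had a higher level in the named type for each of the 6 genes. CSGALNACT1 had a UMI in 51.4% of δ-cells and UGT2B20 in 56.4% of PP-cells.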

We also identified several novel cell-type-specific genes for α-cells (e.g. *TSPAN12* and *ARRDC4*), δ-cells (e.g. *ANK3*, *EHF* and *CSGALNACT1*) and PP-cells (e.g. *UGT2B20*) (Fig. 1C and D; Supplementary Fig. S2D). Gene Ontology (GO) analysis indicated that these cell-type-specific markers were related to the unique metabolic function of these cells (Supplementary Fig. S2C). Furthermore, gene set enrichment analysis (GSEA) based on Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways showed that compared to non-β-cells, β-cells preferentially expressed genes involved in terms related to T2D, the onset of type 1 diabetes and aldosterone regulated sodium reabsorption, all of which matched the function of β-cells in pancreatic islets (Fig. 1F; Supplementary Table 1). In addition, *PROCR*^+^ cells were recently characterized to be pancreatic islet progenitors in adult mice [21]. 

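A PROCR UMI was found in 1149 of 5737 endocrine cells, or 20.0% (95% exact Clopper-Pearson interval, 19.0 to 21.1%), at a median depth of 66532 UMIs per cell. By type the share was 13.2% of β-cells (154 cells, interval 11.3 to 15.2%, median depth 78817), 21.5% of α-cells (interval 20.3 to 22.7%, median depth 65114), 41.3% of δ-cells (45 of 109, interval 31.9 to 51.1%, median depth 43675) and 11.5% of PP-cells (9 of 78, interval 5.41 to 20.8%, median depth 46659). No type known to lack the gene was at hand, and in the acinar-, immune-, stellate- and endothelial-like cells together, which may hold cells that express it, the share was 19.0% (12 of 63, interval 10.2 to 30.9%, median depth 41585). After thinning to 10000 UMIs per cell the shares were 2.14% in β-cells, 8.62% in α-cells, 33.0% in δ-cells, 6.41% in PP-cells and 13.8% in the non-endocrine cells. The share in all endocrine cells lay within the interval of the non-endocrine cells, and only the share in δ-cells lay above it. The interval covers counting error alone, and UMIs that passed between cells of a library were not removed.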

We found that a small proportion of endocrine cells expressed this marker in the monkey pancreases (Supplementary Fig. S2E and F).

**Figure 1.**
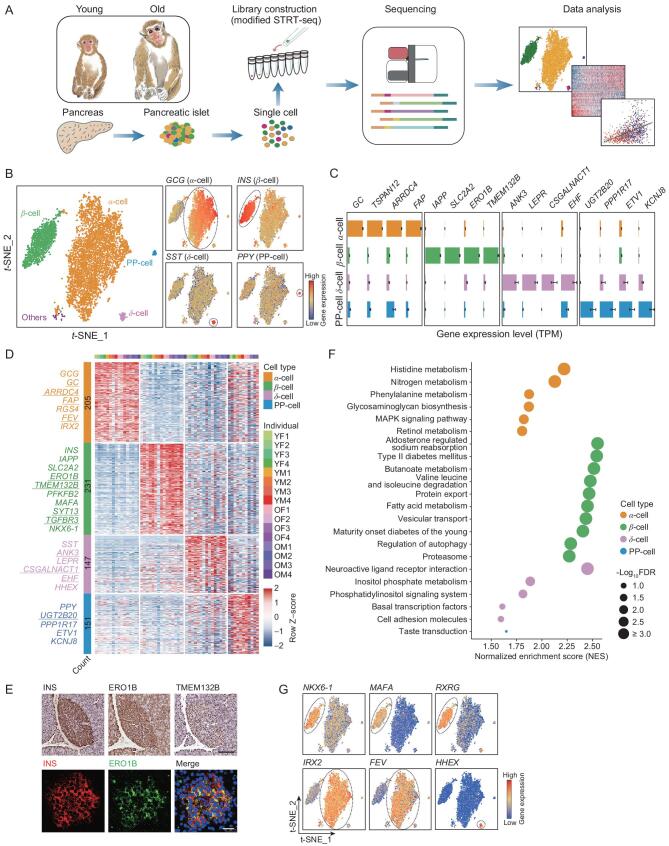
Single-cell transcriptomic atlas of pancreatic islet aging in cynomolgus monkeys. (A) Workflow showing the procedure of scRNA-seq of monkey pancreatic islets. (B) *t*-SNE plot showing pancreatic islet cell types (left) and expression levels of classical marker genes for each cell type (right). The corresponding cell type is denoted in circles. (C) Bar charts showing the expression levels of representative genes in different cell types. All expression levels are measured with the same scale. Data are shown as mean ± SEM. (D) Heatmap showing the row scaled expression levels (Continued). of cell-type-specific marker genes for each cell type. Representative genes are shown on the left and novel marker genes are underlined. Color bars at the top of the heatmap indicate monkey individuals. The numbers of cell-type-specific marker genes are shown in the left bar. (E) Top, immunohistochemistry staining of INS, ERO1B and TMEM132B in consecutive pancreatic biopsies. Bottom, immunofluorescent staining of INS and ERO1B in pancreatic biopsies. Scale bar, 100 μm. (F) Dot plot showing top-ranked KEGG pathways enriched in different cell types. Pathways are ranked based on the normalized enrichment score (NES) within each cell type, and the nominal *P* value < 0.05 and false discovery rate (FDR) (*q* value) < 0.25. Colors indicate different cell types and size indicates −log_10_(FDR). (G) *t*-SNE plots showing expression levels of key transcriptional factors for each cell type. The corresponding cell type is denoted in circles.

Among the cell-type-specific markers, we identified several key transcriptional factors that might play important roles in cell-type-specific gene regulatory processes, including *IRX2* and *FEV* in α-cells; *NKX6–1*, *MAFA* and *RXRG* in β-cells; and *HHEX* in δ-cells (Fig. 1G). Many of these transcriptional regulators play a critical role in cell fate determination during endocrine development or trans-differentiation between different islet cell identities [22,23]. Furthermore, dysregulation of these marker genes and transcriptional factors is linked to the onset of diabetes, with many of these genes already recognized as diabetes-causing genes (Supplementary Fig. S2G and H). 

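IRX2 was at 488 ± 150 CPM (SD, n = 16 monkeys) in α-cells and at 51.5 ± 22.8 CPM in other endocrine cells, and FEV at 132 ± 48.5 and 23.2 ± 13.5 CPM. In β-cells, NKX6-1 was at 201 ± 80.7 CPM, MAFA at 119 ± 58.0 CPM and RXRG at 175 ± 32.3 CPM, and the other endocrine cells held 52.1 ± 19.2, 5.41 ± 5.08 and 15.0 ± 5.67 CPM. HHEX was at 365 ± 170 CPM in the δ-cells of 11 monkeys, with 1.84 ± 2.20 CPM in other endocrine cells. edgeR's log2 fold change between the clusters, against the other types, was 3.41 for IRX2 (adjusted p = 1.3e-20), 2.11 for FEV (9.2e-10), 2.87 for NKX6-1 (4.9e-16), 4.87 for MAFA (1.2e-18), 3.21 for RXRG (1.5e-13) and 8.33 for HHEX (1.1e-21). For each of these genes, every monkey with enough cells had the higher level in the named type.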

Altogether, we uncovered cell-type-specific transcriptional signatures with novel marker genes that reflected the functional characteristics of each cell type in pancreatic islets.

### Aging markers and transcriptional noise inducers identified by scRNA-seq of aged pancreatic islets

Next, we asked whether aging altered cell identity or cell-type distribution in pancreatic islets. 

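Hormone levels were compared between age groups as the mean log2(CPM/10 + 1) of each monkey's cells, by an exact permutation test (two-sided). GCG in α-cells was at 13.08 ± 0.21 (SD, n = 8) in young and 13.02 ± 0.18 (SD, n = 8) in old monkeys (permutation p = 0.519). INS in β-cells was at 12.76 ± 0.15 (n = 8) and 12.63 ± 0.24 (n = 8), with a permutation p of 0.215. SST in δ-cells was at 13.16 ± 0.24 in 7 young and 12.86 ± 0.50 in 4 old monkeys (exact p = 0.200), and PPY in PP-cells at 12.78 ± 0.43 in 3 young and 12.92 ± 0.91 in 4 old monkeys (exact p = 0.829). Old female 1, at 11.58, held the lowest PPY of the 4 old monkeys. No difference between age groups exceeded the spread between monkeys.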

The hormonal expression pattern and transcriptional signatures of marker genes in each cell type were undisturbed in the aged islets, indicating that cell identity itself was not changed during aging (Fig. 2A and B). Moreover, sequencing data and immunofluorescence staining indicated no differences in the proportions of islet cell types presented during aging (Fig. 2C; Supplementary Fig. S3A–D).

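β-cells made up 17.7 ± 9.62% (SD, n = 8) of the retained cells of young and 22.0 ± 14.9% (SD, n = 8) of those of old monkeys (exact permutation test, two-sided, p = 0.506). For α-cells the shares were 75.8 ± 10.7% and 72.2 ± 17.2% (p = 0.626), for δ-cells 2.34 ± 1.16% and 1.36 ± 1.05% (p = 0.101, adjusted over the 4 types 0.403), and for PP-cells 0.836 ± 0.721% and 1.82 ± 2.67% (p = 0.427). The mean PP-cell share of old monkeys included 8.24% in old female 2. The differences rested in part on single monkeys. Without old female 4 the β-cell share was 0.467 percentage points higher in old monkeys (p = 0.928) in place of 4.31, and the α-cell share was 0.223 points higher in place of 3.53 lower. Without old female 2 the PP-cell share was 0.0666 points higher (p = 0.851) in place of 0.984. The δ-cell share reached an unadjusted p of 0.0385 without young male 4 and 0.0323 without old female 2.

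**Figure D1:**
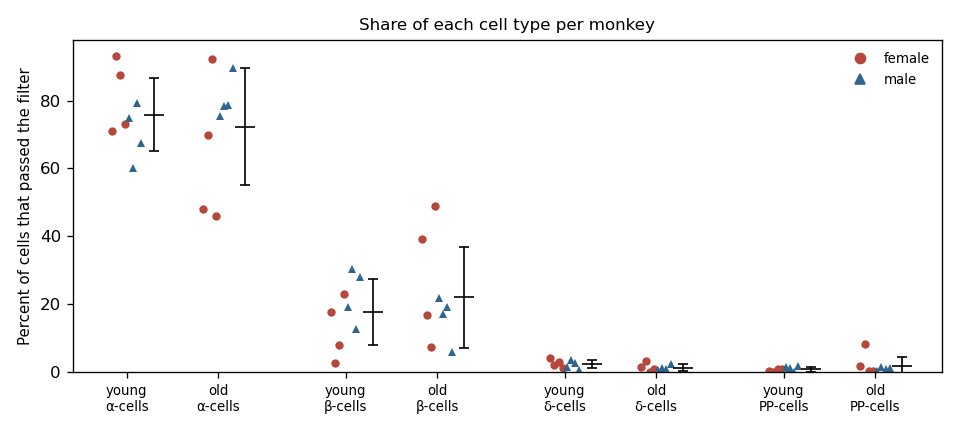
Share of each endocrine cell type among the retained cells of each monkey (percent), with a point per monkey and the mean and SD per age group. The groups overlap in each type, and the PP-cell share of old female 2 stands at 8.24%.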

**Figure 2.**
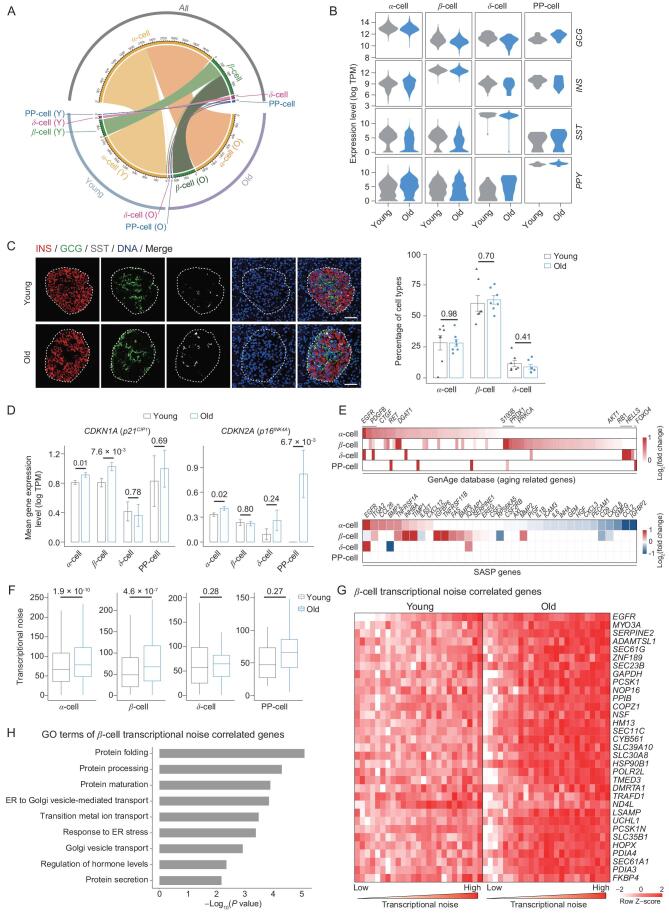
Cell identity changes in pancreatic islet cells during aging. (A) Circos plot showing the corresponding relationship of cell types analyzed based on different datasets. Top semicircle, cell types are analyzed based on all cells. Bottom semicircle, cell types are analyzed based on cells only from young individuals (left) or cells only from old individuals (right). (B) Violin plots showing expression levels of classical marker genes for each cell type in young and old individuals. (C) Immunofluorescent staining of known markers INS, GCG, SST for β-cells, α-cells and δ-cells, respectively (left). Pancreatic islets are circled with dashed lines. Bar chart showing the cell percentages of different cell types in young and old monkeys (right). Scale bar, 50 μm. *n* = 7 monkeys per group. Data are shown as mean ± SEM. *P* values are indicated (two-tailed *t*-test). (D) Bar charts showing the mean gene expression level of two classic aging markers (*CDKN1A* and *CDKN2A*) in each cell type. *P* values are indicated (two-tailed *t*-test). Data are shown as mean ± SEM. (E) Heatmaps showing the fold change of upregulated aging-related genes in the GenAge dataset (top) and of SASP genes (bottom). Only the genes differentially regulated in at least one type of cells between young and old individuals are analyzed. (F) Boxplots showing the transcriptional noise analysis in each cell type. *P* values are indicated (two-tailed *t*-test). (G) Heatmap showing the row scaled expression level of genes with high Pearson's correlation coefficients (correlation coefficient > 0.6 and FDR < 0.05) between transcriptional noise and expression levels in β-cells. The heatmap is separated into two groups, cells collected from young individuals and cells from old individuals, and bins are arranged based on the transcriptional noise rank in each group. (H) Bar chart showing representative GO terms of genes whose expression correlated with transcriptional noise in β-cells. Cell identity changes in pancreatic islet cells during aging. (A) Circos plot showing the corresponding relationship of cell types analyzed based on different datasets. Top semicircle, cell types are analyzed based on all cells. Bottom semicircle, cell types are analyzed based on cells only from young individuals (left) or cells only from old individuals (right). (B) Violin plots showing expression levels of classical marker genes for each cell type in young and old individuals. (C) Immunofluorescent staining of known markers INS, GCG, SST for β-cells, α-cells and δ-cells, respectively (left). Pancreatic islets are circled with dashed lines. Bar chart showing the cell percentages of different cell types in young and old monkeys (right). Scale bar, 50 μm. *n* = 7 monkeys per group. Data are shown as mean ± SEM. *P* values are indicated (two-tailed *t*-test). (D) Bar charts showing the mean gene expression level of two classic aging markers (*CDKN1A* and *CDKN2A*) in each cell type. *P* values are indicated (two-tailed *t*-test). Data are shown as mean ± SEM. (E) Heatmaps showing the fold change of upregulated aging-related genes in the GenAge dataset (top) and of SASP genes (bottom). Only the genes differentially regulated in at least one type of cells between young and old individuals are analyzed. (F) Boxplots showing the transcriptional noise analysis in each cell type. *P* values are indicated (two-tailed *t*-test). (G) Heatmap showing the row scaled expression level of genes with high Pearson's correlation coefficients (correlation coefficient > 0.6 and FDR < 0.05) between transcriptional noise and expression levels in β-cells. The heatmap is separated into two groups, cells collected from young individuals and cells from old individuals, and bins are arranged based on the transcriptional noise rank in each group. (H) Bar chart showing representative GO terms of genes whose expression correlated with transcriptional noise in β-cells.

To evaluate the senescent state of islets from old monkeys, we examined the expression of the senescence markers *CDKN1A* (*p21^CIP1^*) and *CDKN2A* (*p16^INK4A^*) in different islet cell types [10,24,25]. Consistent with the previous study [13], increased *CDKN1A* and *CDKN2A* expression were revealed in aged α-cells or β-cells (Fig. 2D). Furthermore, more aging-related genes collected in the GenAge dataset and genes involved in senescence-associated secretory phenotype (SASP) were also dysregulated in aged endocrine cells, especially in α-cells and β-cells (Fig. 2E) [26]. These results implied that islets in aged monkeys were enriched with senescent endocrine cells and that α-cells and β-cells appeared more vulnerable to aging compared to other pancreatic islet cell types.

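In β-cells, CDKN1A was at 0.89 ± 0.45 (mean log2(CPM/10 + 1) per cell, SD, n = 8) in young and 1.00 ± 0.45 (SD, n = 8) in old monkeys (exact permutation test, two-sided, p = 0.622), and CDKN2A at 0.20 ± 0.11 and 0.21 ± 0.07 (exact p = 0.760). In α-cells, CDKN1A was at 0.82 ± 0.19 and 0.92 ± 0.37 (p = 0.496) and CDKN2A at 0.32 ± 0.12 and 0.41 ± 0.13 (p = 0.179, old above the young median in 6 of 8 monkeys). In δ-cells, of 7 young and 4 old monkeys, the permutation p was 0.803 for CDKN1A and 0.258 for CDKN2A, and in PP-cells, of 3 and 4 monkeys, 0.943 and 0.143. Adjusted over these 8 comparisons, each p was at least 0.687. edgeR gave CDKN1A a log2 fold change of 0.31 in β-cells (unadjusted p = 0.442) and 0.13 in α-cells (p = 0.659), and CDKN2A one of -0.37 in β-cells (p = 0.493) and 0.49 in α-cells (p = 0.115).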

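For CDKN1A in β-cells and α-cells and for CDKN2A in α-cells, the lowest p of the alternatives came from single cells as replicates. This setting was chosen after the values had been seen. Its two-sided t-test gave p = 0.00907 for CDKN1A in β-cells, 0.0339 for CDKN1A in α-cells and 0.00769 for CDKN2A in α-cells.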

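A list of 69 SASP genes written without reference to these data, of which 63 are in the files, was scored in each monkey as the mean log2(CPM/10 + 1) over genes and cells. In β-cells the score was 0.437 ± 0.086 (SD, n = 8) in young and 0.575 ± 0.059 (SD, n = 8) in old monkeys (exact permutation test, two-sided, p = 0.00171, adjusted over the 2 types 0.00342), above the young median in 7 of 8 old monkeys. In α-cells it was 0.385 ± 0.065 and 0.442 ± 0.052 (exact p = 0.0702, above the young median in 6 of 8 old monkeys). The α-cell difference has an unadjusted p of 0.0297 without old male 4, 0.0437 without young female 1, 0.0444 without old female 2 and 0.0497 without young female 3, and 0.0266 when the score is taken from summed counts. Of the 23 SASP genes that edgeR tested in β-cells, 15 rose, 6 had an adjusted p under 0.05 adjusted over the list alone, and 0 when adjusted over all genes. Of the 32 tested in α-cells, 18 rose, and 3 passed when adjusted over the list alone, of which IGFBP4 and SPP1 rose and CXCL8 fell (log2 fold change -2.87). The SASP genes of the list include SPP1, and without it the list still rose in β-cells in limma's camera (p = 0.00153) and fry (p = 0.00181) tests, a subset chosen after the values had been seen. The GenAge genes were not analysed here.

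**Figure D2:**
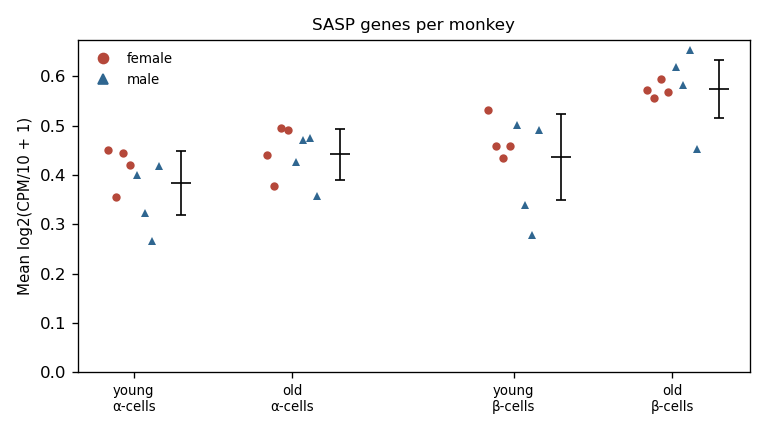
SASP score of each monkey (mean log2(CPM/10 + 1) over genes and cells) in α-cells and in β-cells, with a point per monkey and the mean and SD per age group. In β-cells the means are 0.437 in young and 0.575 in old monkeys.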

To further analyze aging-related perturbations in the transcriptome, we first measured transcriptional noise in different cell types (see Supplementary Information for details) [13]. 

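Transcriptional noise was computed per cell as the paper describes it, as biological variation (1 minus the correlation, over 1000 highly variable genes, with the mean of the same type and monkey) divided by technical variation (1 minus the correlation of the spike-ins with their mean over all cells), and each monkey was given the median of its cells. The noise in α-cells was 14.8 ± 2.17 (SD, n = 8) in young and 14.5 ± 1.41 (SD, n = 8) in old monkeys (exact permutation test, two-sided, p = 0.746). β-cells had 14.2 ± 2.56 and 14.4 ± 1.83 (exact p = 0.856), δ-cells 10.4 ± 1.88 in 7 young and 9.00 ± 2.81 in 4 old monkeys (exact p = 0.336), and PP-cells 9.78 ± 1.23 in 3 young and 9.57 ± 2.03 in 4 old monkeys (exact p = 0.857). Young male 3 had the lowest α-cell noise of the young monkeys, 9.60, beside the highest technical variation, 0.0840. Taking expression and spike-ins on the linear CPM scale, chosen after the values had been seen, changed the direction in α-cells. It placed α-cell noise in old monkeys 8.17 above that in young ones (exact p = 0.554). PP-cell noise was also higher in old monkeys on that scale (exact p = 0.0571).

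**Figure D3:**
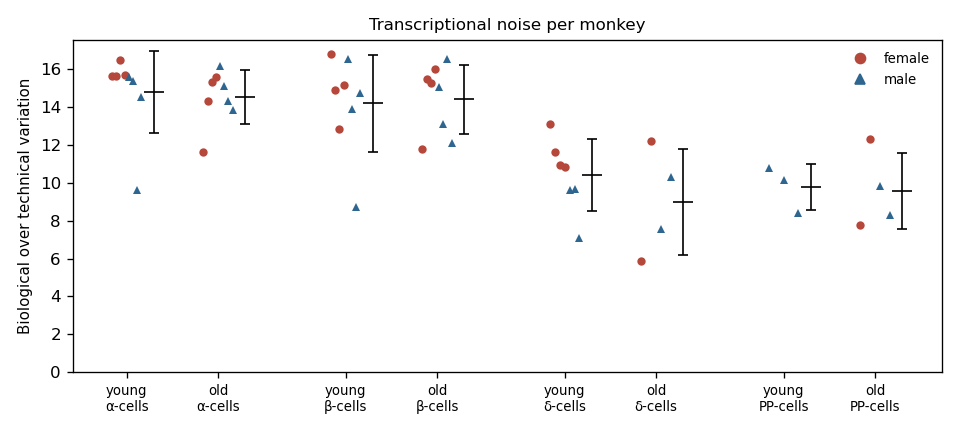
Transcriptional noise of each monkey (median over cells of the ratio of biological to technical variation, no unit) by cell type, with a point per monkey and the mean and SD per age group. The young and old means are 14.8 and 14.5 in α-cells and 14.2 and 14.4 in β-cells.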

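With single cells as replicates, also chosen after the values had been seen, a two-sided t-test of noise on the linear scale gave p = 1.2e-06 in α-cells, with old cells higher, and 0.586 in β-cells. On the log scale it gave p = 0.00596 in α-cells, with old cells lower, and 0.886 in β-cells.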

Results indicated increased transcriptional noise in aged α-cells (two-tailed Student's *t*-test *P* = 1.9 × 10^−10^) and β-cells (*P* = 4.6 × 10^−7^), but not δ-cells (*P* = 0.3) or PP-cells (*P* = 0.3), compared to young counterparts, suggesting a cell-type-specific age-dependent increase in transcriptional noise (Fig. 2F). To identify genes whose transcriptional fluctuations were accompanied with increased transcriptional noise, we calculated the Pearson's correlation (Pearson's correlation coefficient > 0.6 and false discovery rate [FDR] < 0.05) between gene expression levels and transcriptional noise in α-cells and β-cells (Fig. 2G; Supplementary Fig. S3E). GO enrichment analysis further showed that genes involved in protein folding (including *HSP90B1*, *PDIA3* and *PDIA4*), protein processing and maturation were the dominant genes underlying age-upregulated transcriptional noise in β-cells (Fig. 2H). These analyses highlighted the importance of protein processing in controlling cellular heterogeneity during islet aging.

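Expression and noise were correlated over the β-cells of each of the 15 monkeys with at least 20 such cells, and the sign of Pearson's r was tested across monkeys by an exact sign-flip permutation test (two-sided). For HSP90B1 the median r within monkeys was 0.101, above 0 in 13 of 15 monkeys (p = 7.9e-04, adjusted over the 3 genes 0.00238). PDIA3 had a median r of 0.104, above 0 in 12 monkeys (p = 0.00684, adjusted 0.0103), and PDIA4 one of 0.0245, above 0 in 8 monkeys (p = 0.167). Pooled over all β-cells, r was 0.0924, 0.242 and 0.127. The number of UMIs of a cell was itself correlated with its noise, with a median r of 0.142 within monkeys, above 0 in 12 of them (p = 9.2e-04). With cells thinned to 10000 UMIs the median r was 0.123 for HSP90B1, 0.168 for PDIA3 and 0.0489 for PDIA4. On the linear CPM scale, chosen after results had been seen, HSP90B1 and PDIA3 did not pass an unadjusted 0.05 in the sign-flip test. The median r there was 0.0683 for HSP90B1 (p = 0.213), 0.0261 for PDIA3 (p = 0.363) and -0.0123 for PDIA4 (p = 0.559). Over the 6981 genes with a UMI in over 25% of β-cells, the highest pooled r was 0.348 and the highest median r within monkeys 0.229, so that 0 genes exceeded the paper's threshold of 0.6. The correlations here are across single cells, while the caption of Fig. 2G speaks of bins of cells ranked by noise, and correlations over bins were not computed.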

### Systemic portrayal of the transcriptomic landscape of aged α-cells and β-cells

Could we uncover meaningful transcriptomic changes underlying aged endocrine cells given the increased transcriptional noise and individual variation during aging? To answer this question, we sought to systemically analyze aging-associated differentially expressed genes (DEGs) between young and old α-cells and β-cells by performing the principal component analysis (PCA) to separate young and old cells into distinct principal component (PC) dimensions (see Supplementary Information for details) [27]. For α-cells, along the PC1 to PC8 axis, transcriptional intervention from individual variations was gradually excluded, allowing us to divide α-cells into two prominent groups of cells corresponding to young and old individuals (Supplementary Fig. S4A). Young α-cells were inclined to have high PC9 scores whereas old α-cells had low PC9 scores, which were highly consistent across all the individuals and were therefore not attributable to technical or batch effects (Fig. 3A; Supplementary Fig. S4A; Supplementary Table 2). We defined young and old α-cells by combining information from the principal component analysis and the aging group information of every single cell. Finally, we obtained 1443 young α-cells and 1397 old α-cells. Old α-cells with low PC9 scores showed high expression of 119 genes, and low expression of 60 genes compared to young α-cells with high PC9 scores. 

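In α-cells of all 16 monkeys (4381 cells, with 225 to 353 per young and 163 to 343 per old monkey), edgeR called 0 of 13272 genes with an adjusted p under 0.05. At an unadjusted p under 0.05 there were 873 genes, and DESeq2 called 10 up and 1 down. The PC9 scores of single α-cells were not used here. Of the paper's 119 upregulated genes, 117 were higher in old monkeys in edgeR, with a median log2 fold change of 0.62, and of its 60 downregulated genes 59 were lower, with a median of -0.71. Adjusted over the list alone, 25 and 5 of them passed, which is no independent evidence, since the lists were chosen on these cells. The alternative that moved the count most was a t-test with single cells as replicates and the paper's thresholds, which called 136 genes up and 57 down.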

We referred to these genes as upregulated aging-associated DEGs and downregulated aging-associated DEGs in α-cells, respectively (Fig. 3B; Supplementary Table 2). The same PCA strategy was applied to β-cells, enabling separation of young (369 cells) and old (446 cells) β-cells along the PC4 axis (Fig. 3C; Supplementary Fig. S4A; Supplementary Table 2). 

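The PC4 score of each β-cell was taken from the authors' Supplementary Table 2. The cells marked there as young were the 369 cells of young monkeys with PC4 under 0, and those marked as old were the 446 cells of old monkeys with PC4 above 0. The other 155 young and 199 old β-cells carry no mark. The share of β-cells with PC4 above 0 was 23.0 ± 32.5% (SD, n = 8) in young and 76.9 ± 30.3% (SD, n = 8) in old monkeys (exact permutation test, two-sided, p = 0.00684), and 8 of 8 old monkeys lay above the young median. The authors chose PC4 among the components because it went with age in these cells, so this p is not an independent test of age. In young monkeys it was between 0 and 34.9% apart from young male 4, with 97.2%, and in old monkeys between 20.7% (old female 4) and 100%. Of the variance of PC4 over β-cells, 22.3% lay between the age groups, 55.0% between monkeys of one age group and 22.7% between cells of one monkey.

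**Figure D4:**
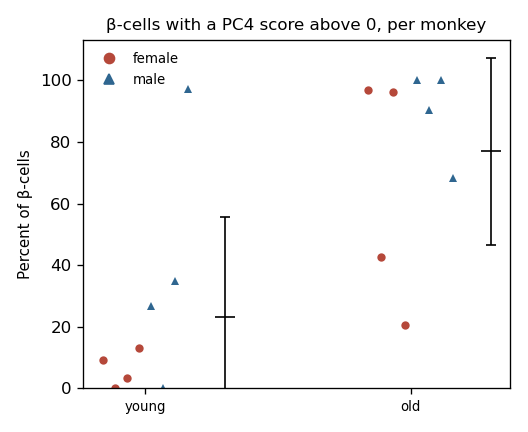
Share of the β-cells of each monkey with PC4 above 0 (percent), with a point per monkey and the mean and SD per age group. Young male 4, at 97.2%, lies among the old monkeys.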

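The β-cells marked by PC4 were summed over 7 young and 8 old monkeys, since young male 4 had only 3 such cells. edgeR called 8 genes up and 8 down of 11053 tested, with 854 at an unadjusted p under 0.05. The cells were picked by PC4 and age together, so no p value given for the marked cells is independent of that selection. When the marking was repeated on other splits of the monkeys, 57 of 99 gave at least 1 gene (mean 2.59, at most 21). SUSD3 rose from 4.81 ± 3.34 to 55.6 ± 31.9 CPM (log2 fold change 3.84, standard error 0.48, adjusted p = 5.2e-04), above the young median in 8 of 8 old monkeys. CALCB (3.88, standard error 0.78, adjusted p = 0.0431), MLPH (3.70, standard error 0.76, adjusted p = 0.0463), SPP1 (2.69, standard error 0.55, adjusted p = 0.0463) and SERPINA1 (1.94, standard error 0.36, adjusted p = 0.0271) rose as well, in 7, 7, 8 and 8 of the 8 old monkeys. CALCB is also among the leading genes of the δ-like cluster, and young male 3 had the highest CALCB of the young monkeys, 49.3 CPM. ENSMFAG00000003105, for which the reference pairs no symbol, dropped from 136 ± 144 to 2.24 ± 2.48 CPM (log2 fold change -6.53, standard error 0.85, adjusted p = 5.2e-04), LYPD8 from 225 ± 213 to 15.6 ± 20.4 CPM (-3.87, adjusted p = 0.0238) and ENSMFAG00000005679 from 252 ± 201 to 34.4 ± 29.6 CPM (-2.91, adjusted p = 0.0431). A further 2 genes listed only by identifier had log2 fold changes of -2.33 and -2.25. The alternative that moved the count most was the t-test over single cells, with 480 genes up and 214 down, and of the alternatives that keep monkeys as replicates it was DESeq2, with 61 up and 39 down. Of the paper's 500 upregulated genes, 488 were higher in old monkeys in these sums, and of the 205 of its downregulated genes that edgeR tested 203 were lower. Adjusted over the list alone, 120 and 68 passed, and 8 and 8 over all genes. The lists were chosen on these cells, so the first numbers are not independent evidence. The count ranged from 3 to 29 genes when 1 monkey was left out, with the calls of SUSD3 and ENSMFAG00000003105 kept in each of the 15 fits and those of SPP1, MLPH and CALCB lost in 13, 12 and 10 of them.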

A fraction of aged β-cells with high PC4 scores displayed 500 upregulated aging-associated DEGs and 206 downregulated aging-associated DEGs (Fig. 3D; Supplementary Table 2). Aged δ-cells and PP-cells were not discriminated by this method, probably due to the limited number of these two types of cells. Finally, we sought to identify aging-associated DEGs by directly comparing all cells collected from young and old monkeys (Supplementary Table 3; see Supplementary Information for details). 

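In all β-cells of the 16 monkeys (10 to 114 cells per young and 22 to 184 per old monkey), edgeR called 1 gene up and 1 down of 11121, with 671 at an unadjusted p under 0.05, and DESeq2 called 24 up and 11 down. CHGB rose from 1252 ± 397 CPM (SD) in young to 3996 ± 2035 CPM in old monkeys (log2 fold change 1.65, standard error 0.28, adjusted p = 0.0292), above the young median in 8 of 8 old monkeys. The CHGB call was lost when any of 10 monkeys was left out, with adjusted p values of 0.00469 to 0.133 over the 16 fits, and it was lost without the cells above the 95th percentile of UMIs (adjusted p = 0.141) and with at least 30 β-cells per monkey (0.185). The other call was ENSMFAG00000003105, with a log2 fold change of -5.79 (standard error 0.87, adjusted p = 0.0111). Both calls were shared with those of the PC4-marked cells. At an unadjusted p under 0.05, 224 of 330 genes up and 204 of 341 genes down in all β-cells were also found in the marked cells, which are a subset of the same cells. A t-test over cells with the paper's thresholds called 209 genes up and 149 down in all β-cells, of which 161 and 97 were also called in the marked cells. Of the genes in the paper's own tables, 171 of 221 up and 87 of 131 down in β-cells, and 57 of 83 up and 38 of 55 down in α-cells, were found by both of its strategies. For the β-cell genes up, the paper gives 172, and 1 gene name in its table of the direct comparison appears as a date and was not matched here.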

The results showed that the majority of aging-associated DEGs identified by the additional analysis overlapped with DEGs obtained through the PCA strategy (Supplementary Fig. S4B–E).

**Figure 3.**
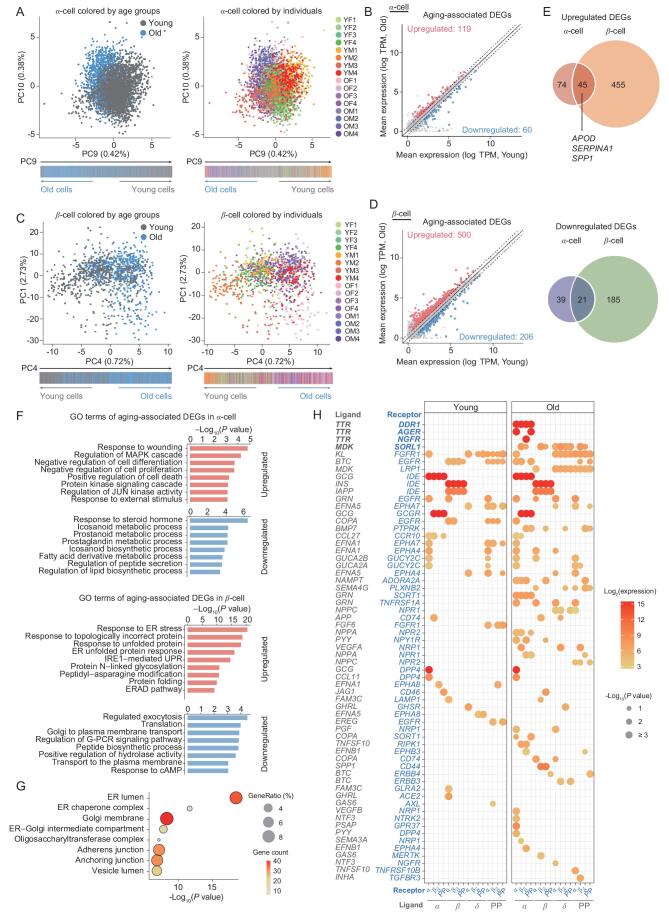
Transcriptomic characteristics in aged α-cells and β-cells. (A) PCA plots showing the distribution of α-cells colored by age groups (left) and individuals (right). Bars showing the distribution of α-cells along PC9 dimension at the bottom. (B) Scatter plot for upregulated and downregulated aging-associated DEGs in aged α-cells. Red and blue points indicate upregulated and downregulated aging-associated DEGs, respectively; gray points indicate other genes. The numbers of DEGs are shown. (C) PCA plots showing the distribution of β-cells colored by age groups (left) and individuals (right). Bars showing the distribution of β-cells along PC4 dimension at the bottom. (D) Scatter plot for upregulated and downregulated aging-associated DEGs in aged β-cells. Red and blue points indicate upregulated and downregulated aging-associated DEGs, respectively; gray points indicate other genes. The numbers of DEGs are shown. (E) Venn diagrams showing the comparison of aging-associated DEGs in α-cells and β-cells. Upper and lower panels correspond to upregulated and downregulated aging-associated DEGs, respectively. Representative shared upregulated DEGs are indicated. (F) Bar charts showing representative GO terms of upregulated or downregulated aging-associated DEGs in aged α- (top) and β-cells (bottom). (G) Dot plot showing top-ranked GO (Cellular Components) terms of upregulated aging-associated DEGs in β-cells. Dot color indicates the number of genes and size indicates the GeneRatio corresponding to terms. (H) Dot plots showing the ligand-receptor interaction pattern in different cell-cell pairs. Dot color indicates the mean expression level in ligand-receptor pairs and dot size indicates the statistical significance. Gray words indicate the ligands (row) expressed in the corresponding cell type (column), and blue words indicate the receptors (row) expressed in the corresponding cell type (column).

When we compared aging-associated DEGs between α-cells and β-cells, four times more DEGs were identified in β-cells (706 DEGs) than in α-cells (179 DEGs), and only a small fraction of them overlapped (45 and 21 common upregulated and downregulated DEGs, respectively) (Fig. 3E). 

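At an unadjusted p under 0.05 in edgeR, 457 genes rose and 416 fell in α-cells, 330 rose and 341 fell in β-cells, and 41 and 39 were shared. Past the adjusted threshold no gene was shared, since 0 genes passed in α-cells. Across the 11025 genes tested in both types, the log2 fold changes had a Pearson correlation of 0.278 and a Spearman correlation of 0.200, and 57.2% had the same sign. These correlations are across genes, which are not independent replicates. With single cells as replicates and the paper's thresholds, 12 genes up and 19 down were shared by all α-cells and all β-cells, and 33 up and 21 down by all α-cells and the PC4-marked β-cells, a pairing chosen after the values had been seen.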

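In β-cells, SPP1 was at 328 ± 410 CPM (SD) in young and 2171 ± 2011 CPM in old monkeys (edgeR log2 fold change 2.61, standard error 0.59, adjusted p = 0.263), above the young median in 8 of 8 old monkeys, with 1301 CPM in young male 1. APOD was at 11.2 ± 9.93 and 46.1 ± 49.0 CPM (1.98, standard error 0.45, adjusted p = 0.263, 7 of 8), and SERPINA1 at 52.6 ± 40.1 and 151 ± 86.3 CPM (1.49, standard error 0.39, adjusted p = 0.380, 8 of 8). In α-cells, SPP1 was at 25.4 ± 15.1 and 109 ± 95.4 CPM (2.03, standard error 0.54, adjusted p = 0.503, 6 of 8). APOD was there at 9.88 ± 10.9 and 43.5 ± 68.3 CPM (0.88, standard error 0.85, adjusted p = 0.874, 4 of 8). Mean APOD in α-cells rose in females (14.6 to 84.4 CPM) and fell in males (5.16 to 2.65 CPM). SERPINA1 in α-cells was at 177 ± 93.7 and 372 ± 247 CPM (1.06, standard error 0.37, adjusted p = 0.710, 6 of 8). Unadjusted, the p values in β-cells were 2.1e-04, 2.2e-04 and 9.5e-04, and in α-cells 0.00135, 0.316 and 0.0102. DESeq2 called SPP1 (adjusted p = 0.0405) and APOD (0.0089) in β-cells, and edgeR without a filter on low counts called SPP1 (0.0398). Over all monkeys, the α-cell level was 0.0550 of the β-cell level for SPP1, against 0.0168 for IAPP and 0.117 for INS. The range of genes specific to β-cells, 0.0225 to 0.822, is too wide for this ratio to tell passed RNA from expression in α-cells. α-cell SPP1 was higher in libraries whose β-cells held more of it (over 64 libraries within monkeys, Pearson's r = 0.450 with a one-sided permutation p of 3.0e-04, Spearman's rho = 0.449 with p = 8.0e-04, and r = 0.463 without the 2 farthest libraries).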

We also noticed that genes that encode secretory proteins or cytokines such as *SPP1*, *APOD* and *SERPINA1* were among the upregulated aging-associated DEGs in both aged α-cells and β-cells, suggesting that paracrine interactions may be disrupted during islet aging. Of note, these genes encoding secretion proteins (e.g. *APOD* and *SERPINA1*) were also reported to be increased in aged human serum (Supplementary Fig. S5A) [28], and may therefore be useful as clinical aging markers to help diagnose the extent of islet aging. We then analyzed transcriptional drift with age for each cell type. Upregulated aging-associated DEGs in α-cells were enriched in response to wounding, negative regulation of cell proliferation and positive regulation of cell death (Fig. 3F; Supplementary Table 2). Downregulated aging-associated DEGs of α-cells were enriched in various metabolic processes linked to fatty acid and prostaglandin metabolism, and regulation of peptide secretion (Fig. 3F; Supplementary Table 2), implying that the basic metabolic function of α-cells was compromised during aging.

In aged β-cells, we found decreased expression of genes linked to secretory granule biogenesis [29], such as regulated exocytosis, Golgi to plasma membrane transport and peptide biosynthetic process (Fig. 3F; Supplementary Table 2). Strikingly, upregulated aging-associated DEGs in β-cells were enriched in ER stress and UPR related pathways, with repeated appearance of GO terms like ‘response to ER stress’, ‘protein folding’ and ‘ER to Golgi vesicle-mediated transport’ (Fig. 3F; Supplementary Table 2). In addition, analyses by GO (Cellular Component) also showed that upregulated aging-associated DEGs in β-cells encode proteins highly enriched in ER lumen, ER chaperone complex and Golgi membrane (Fig. 3G). These results underscored a loss of proteostasis along with increased ER stress that activated UPR signaling, which comprised a major molecular change in pancreatic β-cell aging.

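Gene lists of the UPR and related processes, written without reference to these data, were tested across the 16 monkeys with limma's camera (inter-gene correlation preset at 0.01) and adjusted over the 10 lists tested in β-cells. The lists of ER chaperones (20 of 22 genes higher in old monkeys, adjusted p = 7.5e-09), the IRE1 branch (38 of 51, 1.3e-04), SASP genes (4.0e-04), ER oxidoreductases (14 of 19, 0.00129) and ERAD (30 of 40, 0.00803) rose in β-cells. Under an estimated correlation, the calls for the IRE1 branch (0.0158) and SASP genes (0.00952) held and those for ER chaperones (0.0982), oxidoreductases (0.0982) and ERAD (0.0778) did not. Under fry, the calls for the IRE1 branch (0.00587), SASP genes (0.00587), ERAD (0.0249) and oxidoreductases (0.0461) held, that for chaperones (0.0646) did not, and the NRF2 pathway was called as rising (0.0413, 12 of 21 genes up, camera 0.194). For the ATF6 branch, 5 of 12 genes rose, the median log2 fold change was -0.07 while the mean was 0.07, and camera gave an adjusted p of 0.468, upward. That list was written with ATF6, ATF6B, MBTPS1, MBTPS2, NFYA, NFYB, NFYC and CREBZF beside HSP90B1 and CALR, which the paper calls activated by ATF6. HSP90B1 (log2 fold change 0.73) and CALR (0.45) were among the genes that rose, so the list does not measure ATF6 targets alone. The PERK branch (6 of 17 up) had a median of -0.09 and a mean of 0.14, and camera (0.955) pointed down and fry (0.944) up. In the PC4-marked β-cells, camera called the same 5 lists, and each of these calls but that for oxidoreductases (0.0784) held under an estimated correlation. Adjusted over the list alone, 6 chaperone genes, 6 SASP genes and 0 genes of the IRE1 branch passed in all β-cells, and 0 of each list when adjusted over all genes, against 8, 6 and 10 at an unadjusted p under 0.05. GO terms were not analysed here. From the enrichment of ER stress and UPR terms among the upregulated genes, the paper concludes that proteostasis is lost and UPR signaling is activated as β-cells age. Its further evidence includes UPR gene scores, IAPP, aggresome staining of islets and immunostaining of HSP90B1.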

To further reveal the dynamic reciprocal interactions between islet cell types and their effects on β-cell function during aging, we built a predicted cellular network based on the expression pattern of potential ligand-receptor pairs in different cell types (Supplementary Fig. S5B) [30,31]. 

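DDR1, the receptor of the ligand TTR, was at 91.6 ± 29.9 CPM (SD, n = 8) in β-cells of young and 119 ± 53.8 CPM (SD, n = 8) in those of old monkeys. Its log2 fold change was 0.37 (standard error 0.28, adjusted p = 0.925, edgeR), with 6 of 8 old monkeys above the young median. In the PC4-marked β-cells it was 0.41 (standard error 0.39, adjusted p = 0.883), with 6.08 CPM in young male 3, the lowest of the young monkeys. Numbers of ligand-receptor pairs were not analysed here.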

The computerized network revealed that cell-cell communications were more enhanced in old islets than in young islets, especially the interaction between α-cell-expressed ligand TTR and its receptor DDR1 (Fig. 3H). 

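TTR in α-cells was at 77176 ± 13566 CPM (SD, n = 8) in young and 73852 ± 16598 CPM (SD, n = 8) in old monkeys. The log2 fold change with age was -0.06 (standard error 0.16, adjusted p = 0.959, edgeR), with 4 of 8 old monkeys above the young median. Without young female 2 or old female 1 the change was at or just above 0, up to 0.01.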

TTR, an etiologic agent associated with aggregation of misfolded proteins and amyloidoses, was highly expressed in aged α-cells, consistent with that in islet cells of type 2 diabetic individuals [32]. In addition, *SORL1*, a gene associated with amyloidogenic processing of amyloid-beta precursor protein (APP) and Alzheimer's disease risk, was upregulated in aged β-cells [33], along with its ligand highly expressed in all four kinds of aged islet cells (Fig. 3H). These results of cell-cell interactions in aged islet suggested that the microenvironments in aged pancreatic islets may contribute to the loss of proteostasis and activation of UPR in aged β-cells. 

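SORL1 in β-cells was at 346 ± 79.0 CPM (SD, n = 8) in young and 436 ± 112 CPM (SD, n = 8) in old monkeys, with 703 CPM in old male 4. Its log2 fold change was 0.33 (standard error 0.17, unadjusted p = 0.0587, adjusted p = 0.824, edgeR), and 8 of 8 old monkeys lay above the young median. APP in α-cells was at 43.8 ± 12.7 and 54.1 ± 16.4 CPM, a log2 fold change of 0.31 (standard error 0.20, adjusted p = 0.831), with 7 of 8 old monkeys above the young median.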

Altogether, comprehensive identification of cell-type-specific transcriptional signature changes in α-cells and β-cells highlighted the loss of proteostasis as an important molecular event during β-cell aging.

### Deciphering changes to the ER stress network in aged β-cells

To identify critical regulators linked to α-cell and β-cell aging, we constructed gene regulatory networks based on aging-associated DEGs (Fig. 4A; Supplementary Fig. S5C). The regulatory network identified *HSPA5* (*BiP*) as a major regulator of upregulated aging-associated DEGs in β-cells (Fig. 4A). This finding was in agreement with the prominent upregulation of UPR pathways found in our GO analysis, as *HSPA5* is a well-known central regulator in response to ER stress. In particular, ER stress was sensed by three ER transmembrane signaling proteins, ATF6, protein kinase RNA (PKR)-like ER kinase (PERK), and IRE1 (Fig. 4B) [34]. 

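HSPA5 in β-cells was at 497 ± 173 CPM (SD, n = 8) in young and 874 ± 498 CPM (SD, n = 8) in old monkeys. The log2 fold change was 0.76 (standard error 0.27, unadjusted p = 0.00906, adjusted p = 0.651, edgeR), with 7 of 8 old monkeys above the young median. In the PC4-marked cells it was 1.06 (standard error 0.29, adjusted p = 0.206), with 2118 CPM in old male 2, and DESeq2 called it there (adjusted p = 0.0355). The regulatory network itself was not analysed here.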

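Scores of the UPR branches in β-cells were computed per monkey as the mean log2(CPM/10 + 1) over the genes of a branch and the cells of a monkey. For 12 ATF6-branch genes the score was 2.17 ± 0.24 (SD, n = 8) in young and 2.31 ± 0.25 (SD, n = 8) in old monkeys (exact permutation test, two-sided, p = 0.287). For 52 IRE1-branch genes it was 1.89 ± 0.33 and 2.12 ± 0.21 (exact p = 0.117), with 5 of 8 old monkeys above the young median. The PERK branch had 1.05 ± 0.12 and 1.06 ± 0.09 (exact p = 0.839). Adjusted over the 9 lists scored, the p values were 0.369, 0.369 and 0.918. Young male 3 had the lowest ATF6 and IRE1 scores of the young monkeys, 1.65 and 1.18. The IRE1 difference passed an unadjusted 0.05 without old female 1 (exact p = 0.0423) and when scored on summed counts (exact p = 0.00513).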

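For ATF6 and IRE1, the lowest p of the alternatives came from cells as replicates, chosen after the values had been seen. Over all β-cells the two-sided t-test gave p = 1.3e-04 for ATF6, 7.1e-14 for IRE1 and 0.0032 for PERK. Over the PC4-marked cells (369 young and 446 old), also chosen after the values had been seen, it gave p = 0.00145 for ATF6, 1.0e-11 for IRE1 and 0.153 for PERK, with PERK lower in old cells.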

We found that components of the ATF6 (two-tailed Student's *t-*test *P* = 1.6 × 10^−5^) and IRE1 (*P* = 5.4 × 10^−9^) pathways were transcriptionally upregulated in aged β-cells, compared to young β-cells (Fig. 4C). These UPR genes included *HSP90B1* and *CALR* activated by ATF6 pathway, and *PDIA6*, *PDIA5*, *DNAJB11*, *DNAJB9* and *DNAJC3* activated by IRE1-XBP1 pathway that encode ER chaperones and Ca^2+^-binding (storage) protein (Supplementary Fig. S5D) [35]. 

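Each of these genes was higher in β-cells of old monkeys, and edgeR's adjusted p was at least 0.437 for each. DNAJB9 rose from 49.0 ± 20.9 to 105 ± 70.9 CPM (log2 fold change 1.03, standard error 0.36, unadjusted p = 0.00872). DNAJC3 rose from 195 ± 70.0 to 309 ± 144 CPM (0.64, standard error 0.24, p = 0.0132). They lay above the young median in 7 and 8 of 8 old monkeys. The log2 fold change was 0.45 for CALR (unadjusted p = 0.0547), 0.57 for PDIA6 (0.0500), 0.54 for DNAJB11 (0.0398) and 0.06 for PDIA5 (0.828), with 7, 7, 5 and 4 of 8 old monkeys above the young median. Without old male 1 or young male 2 the change in PDIA5 was below 0, down to -0.12. The highest DNAJB11 of the old monkeys was 273 CPM, in old male 2. Taken as a set of 11 with HSPA5, HYOU1, PDIA3 and PDIA4, which was chosen after the files had been seen, 11 of 11 rose, 7 at an unadjusted p under 0.05, 5 when adjusted over the list alone and 0 over all genes. The set had p = 1.0e-09 in camera, 0.0321 in fry and 0.0342 under an estimated correlation. The paper picked these genes on the same cells, so the set is not independent evidence.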

In the list of ATF6 target genes, ∼13% (31 of 244) were identified in our scRNA-seq data as upregulated aging-associated DEGs [36], indicating that ATF6 pathway may have a critical influence on UPR signaling during β-cell aging (Fig. 4D). Converging signals from ATF6 and IRE1 triggered transcriptional upregulation of genes encoding ER-associated degradation (ERAD) components, ER chaperones, oxidoreductases, as well as nuclear factor erythroid 2-related factor 2 (NRF2) pathways members that enhanced cellular capacity to adapt to ER stress (Fig. 4E).

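In β-cells, the score of 23 ER chaperone genes was 2.64 ± 0.43 (SD, n = 8) in young and 3.12 ± 0.56 (SD, n = 8) in old monkeys (exact permutation test, two-sided, p = 0.0768), with 6 of 8 old monkeys above the young median. ERAD genes scored 1.95 ± 0.30 and 2.14 ± 0.22 (exact p = 0.171), oxidoreductases 2.63 ± 0.39 and 2.92 ± 0.35 (exact p = 0.139), and NRF2 pathway genes 1.73 ± 0.24 and 1.87 ± 0.16 (exact p = 0.208, with 1.20 in young male 3). All 4 had an adjusted p of 0.369. The chaperone score had an unadjusted p of 0.0440 without old female 1, 0.0440 in the PC4-marked cells and 0.0333 on summed counts.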

**Figure 4.**
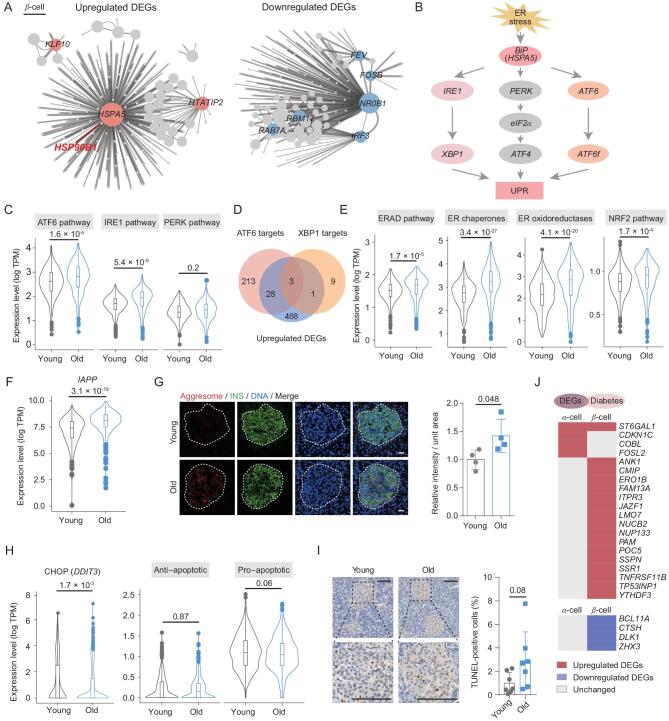
Upregulation of UPR genes in aged β-cells. (A) Regulatory networks visualizing potential key transcriptional regulators in upregulated and downregulated aging-associated DEGs in aged β-cells. Only connections with high weight are retained and node size indicates the number of connections, and nodes with top-ranked size are highlighted in red (upregulated, left) or blue (downregulated, right). (B) A schematic chart showing three main branches and corresponding principal components in the UPR pathway. (C) Violin plots showing the expression level of genes corresponding to UPR pathways in β-cells. *P* values are indicated (two-tailed *t*-test). (D) Venn plot showing the comparison of upregulated aging-associated DEGs in β-cells, ATF6 and XBP1 target genes. (E) Violin plots showing the expression level of genes involved in ERAD pathway, ER chaperones, ER oxidoreductases and NRF2 pathway in β-cells. *P* values are indicated (two-tailed *t*-test). (F) Violin plot showing the expression level of *IAPP* in β-cells. *P* value is indicated (two-tailed *t*-test). (G) Aggresome staining of pancreatic islets in young and old female monkeys (left). Pancreatic islets are circled with dashed lines. Bar chart showing the average aggresome signal levels of pancreatic islets in young and old female monkeys (right). Scale bar, 100 μm. *n* = 4 monkeys for each group. *P* value is indicated (two-tailed *t*-test). Data are shown as mean ± SEM. (H) Violin plots showing the expression level of *DDIT3* (encoding CHOP), anti-apoptotic and pro-apoptotic genes in β-cells. *P* values are indicated (two-tailed *t*-test). (I) TUNEL-staining of young and old pancreases, and (Continued). pancreatic islets are circled with dashed lines. Bar chart showing the percentages of apoptotic cells (TUNEL-positive) in pancreatic islets of young and old monkeys. Scale bar, 100 μm. *n* = 7 monkeys for each group. *P* value is indicated (two-tailed *t*-test). Data are shown as mean ± SEM. (J) Heatmaps showing the distribution of upregulated or downregulated aging-associated DEGs in α-cells and β-cells that overlap with the diabetes gene set.

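IAPP in β-cells was at 2164 ± 785 CPM (SD, n = 8) in young and 3092 ± 1270 CPM (SD, n = 8) in old monkeys, a log2 fold change of 0.45 (standard error 0.23, unadjusted p = 0.0610, adjusted p = 0.824, edgeR), with 5 of 8 old monkeys above the young median. Averaged over cells as log2(CPM/10 + 1), it was at 7.42 ± 0.64 and 7.89 ± 0.63, a difference of 0.47 (exact permutation test, two-sided, p = 0.162, adjusted over the 3 genes tested this way 0.243).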

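With single β-cells as replicates, chosen after the values had been seen, the difference in IAPP was 0.60 and the two-sided t-test gave p = 9.7e-18 with equal variances and 4.5e-17 with unequal variances. Over the PC4-marked cells (369 young and 446 old), also chosen after the values had been seen, the difference was 0.77 and p = 3.5e-19 and 7.0e-19.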

Consistent with the transcriptomic changes, aggresome accumulated in aged β-cells, along with increased expression of islet amyloid polypeptide (*IAPP*) (log_2_(fold change) = 0.67, two-tailed Student's *t*-test *P* = 3.1 × 10^−19^) that spontaneously forms amyloid sheets that would be predicted to disrupt ER membranes (Fig. 4F and G) [37]. To analyze the molecular outcomes of accumulated ER stress and activated UPR, we calculated expression levels of the pro-apoptotic transcription factor CHOP encoded by *DDIT3*, and the Bcl-2 family (Fig. 4H). These pathways herald a UPR switch from the adaptive stage, which eliminates affordable ER stress, to the ‘self-destruct’ stage [38]. This later stage arises in response to chronic or overwhelming stress, and was not activated in aged β-cells (Fig. 4H). 

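DDIT3 in β-cells was at 1.07 ± 0.39 (mean log2(CPM/10 + 1), SD, n = 8) in young and 1.02 ± 0.22 (SD, n = 8) in old monkeys (exact permutation test, two-sided, p = 0.777), and edgeR gave it a log2 fold change of -0.15 (standard error 0.31, adjusted p = 0.988). Without young male 2 both values were above 0, at 0.0639 and 0.14. The score of 5 anti-apoptotic Bcl-2 genes was 0.25 ± 0.10 and 0.25 ± 0.04 (exact p = 0.918), with 0.475 in young female 2 and 0.168 in old male 4, and that of 8 pro-apoptotic genes was 0.51 ± 0.11 and 0.45 ± 0.10 (exact p = 0.283). In camera, the anti-apoptotic list (1 of 3 tested genes up, adjusted p = 0.782, median log2 fold change -0.13, mean 0.24) and the pro-apoptotic list (1 of 5 up, adjusted p = 0.229) pointed down.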

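With the PC4-marked β-cells as replicates (369 young and 446 old), chosen after the values had been seen, DDIT3 was lower in old cells (difference -0.37, two-sided t-test, p = 0.00123), as was the pro-apoptotic score (difference -0.0722, p = 0.00568). Over all β-cells as replicates the p values were 0.371 and 0.313.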

Consistently, TUNEL staining showed that cell apoptosis tended to be increased in pancreatic islets, albeit not statistically significant (two-tailed Student's *t*-test *P* = 0.08) (Fig. 4I). Besides, transcriptional changes in genes associated with onset of islet aging related diseases, e.g. diabetes, were present in these aged β-cells (Fig. 4J). Therefore, we may have captured a moment where early adaptive events are present in β-cells, making our data valuable for understanding the etiopathogenesis of diabetes, and for developing measures to prevent the disease.

### Upregulation of *HSP90B1* compromises insulin secretion under glucose stimulation

To check whether UPR is affected in male and female aged β-cells, we examined single-cell transcriptomic data comparing β-cells from individuals (Fig. 5A and B; Supplementary Table 4). Both female and male β-cells displayed upregulated ER chaperones during aging, including *HSP90B1*, *HYOU1* and *PDIA4* (Fig. 5C). 

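In β-cells of females, HSP90B1 was at 806 ± 187 CPM (SD) in 4 young and 1095 ± 130 CPM in 4 old monkeys (edgeR log2 fold change 0.45, standard error 0.20, unadjusted p = 0.0409, adjusted p = 0.979). In those of males it was at 976 ± 377 and 1988 ± 966 CPM (1.03, standard error 0.35, unadjusted p = 0.0111, adjusted p = 0.960), with 3407 CPM in old male 2. PDIA4 was at 62.8 ± 22.8 and 101 ± 28.1 CPM in females (0.70, standard error 0.31, unadjusted p = 0.0373) and at 89.0 ± 85.7 and 233 ± 199 CPM in males (1.39, standard error 0.67, unadjusted p = 0.0556), with 213 CPM in young male 4 and 510 CPM in old male 2. HYOU1 was at 45.2 ± 27.6 and 55.8 ± 8.86 CPM in females (0.36, unadjusted p = 0.361) and at 62.4 ± 25.7 and 106 ± 48.6 CPM in males (0.77, unadjusted p = 0.0662). For each of the 3 genes and in each sex, 4 of 4 old monkeys lay above the young median, and no adjusted p was under 0.05.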

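With 4 young and 4 old monkeys of one sex, edgeR called 0 of 10805 genes in male β-cells (517 at an unadjusted p under 0.05) and 0 of 10682 in female β-cells (510), and DESeq2 called 19 up and 9 down in males and 19 up and 13 down in females. The setting that moved these counts most was a t-test over the PC4-marked cells of each sex, chosen after the files had been seen, with 515 genes up and 469 down in males and 503 up and 362 down in females. Of the genes the paper lists for males, 507 of 534 up and 418 of 445 down had the same direction in male β-cells in edgeR, and of those for females 409 of 514 and 335 of 348 in female β-cells, on lists that were chosen on these cells. GO terms by sex were not analysed here.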

Male β-cells showed more upregulated aging-associated DEGs in the UPR pathway, while female β-cells showed additional upregulation in purine ribonucleotide and L-cysteine metabolic pathways (Fig. 5B). Therefore, UPR was affected in aged β-cells of both genders, although female and male β-cells may regulate different sets of UPR genes.

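The difference between the sexes was tested itself, as the interaction of sex and age in edgeR. It was called for 0 of 11706 genes, with 564 at an unadjusted p under 0.05, and for 4 genes by DESeq2. The interaction on the log2 scale (change in males minus that in females) was 0.56 for HSP90B1 (standard error 0.42, p = 0.194), 0.66 for PDIA4 (p = 0.420) and 0.39 for HYOU1 (p = 0.495), each with an adjusted p of 0.998. Of the genes in the paper's tables, 66 of 535 up and 30 of 449 down in males were also listed for females.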

**Figure 5.**
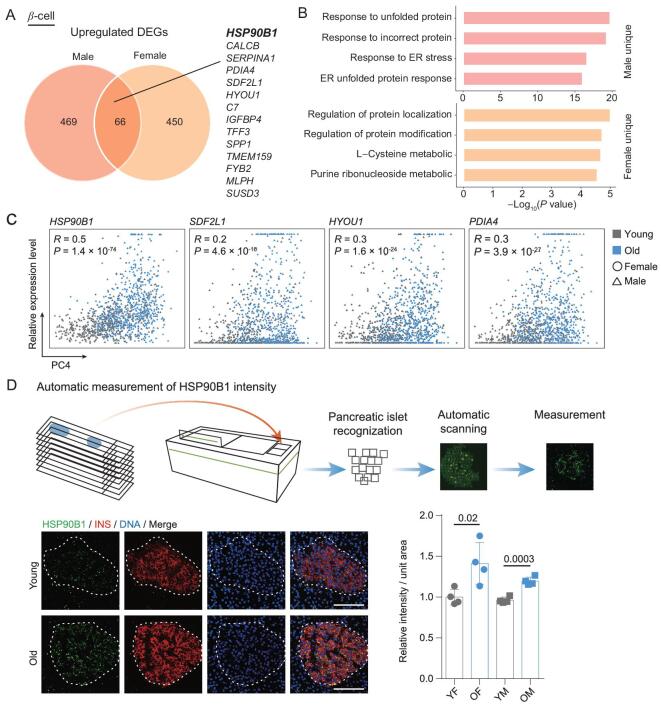
Common upregulation of the UPR gene *HSP90B1* in aged β-cells of both genders. (A) Venn diagram showing the comparison of upregulated aging-associated DEGs in β-cells obtained from male and female monkeys. Representative shared genes are indicated. (B) Bar charts showing representative GO terms of 469 upregulated aging-associated DEGs specific in male-derived aged β-cells (top) and 450 upregulated aging-associated DEGs specific to female-derived (bottom) aged β-cells. (C) Scatter plots showing the relative expression level of four UPR aging-associated DEGs in β-cells along PC4 dimension. Each point indicates a single cell. These genes are common upregulated aging-associated DEGs in both genders. Pearson's correlation coefficient (*R*) and statistical significance (*P*) are indicated. (D) Workflow of section imaging and measurement via Opera Phenix High Content Screening System (upper). Immunofluorescent staining of HSP90B1 and INS (lower left). Pancreatic islets are circled with dashed lines. Bar chart showing the average expression levels of HSP90B1 in pancreatic islets in young female (YF), old female (OF), young male (YM) and old male (OM) monkeys (lower right). Scale bar, 100 μm. *n* = 4 monkeys for each group. *P* values are indicated (two-tailed *t-*test).

*HSP90B1*, also known as *GRP94*, was one of the top upregulated aging-associated DEGs in both male and female β-cells (Fig. 5A and C). 

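Over both sexes, HSP90B1 in β-cells was at 891 ± 290 CPM (SD, n = 8) in young and 1541 ± 797 CPM (SD, n = 8) in old monkeys (log2 fold change 0.73, standard error 0.22, unadjusted p = 0.00251, adjusted p = 0.437, edgeR). The mean over cells of log2(CPM/10 + 1) was 6.05 ± 0.59 and 6.85 ± 0.64 (exact permutation test, two-sided, p = 0.0205, adjusted over IAPP, DDIT3 and HSP90B1 0.0615), above the young median in 7 of 8 old monkeys. In the PC4-marked cells HSP90B1 was at 774 ± 173 and 1643 ± 780 CPM (log2 fold change 1.02, standard error 0.22, adjusted p = 0.0620), and there DESeq2 called it (adjusted p = 0.00428), as did edgeR without a filter on low counts (0.0101), without sex in the model (0.0389), with cells thinned to 10000 UMIs (0.0339) and without young female 4 (0.0398). Along PC4, the correlation of HSP90B1 over cells had a median r of 0.137 within monkeys, above 0 in 11 of 15 (exact sign-flip permutation test, p = 0.00726, adjusted over 3 genes 0.0218), against 0.427 pooled over monkeys. For HYOU1 the median was 0.0479 (p = 0.325) and for PDIA4 0.0863 (p = 0.165). The number of UMIs of a cell was itself correlated with PC4 within monkeys, with a median r of -0.221. It was above 0 in 2 of 15 monkeys (p = 8.5e-04, same test). The authors computed PC4 from variable genes in these same β-cells, so these correlations are not independent evidence.

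**Figure D5:**
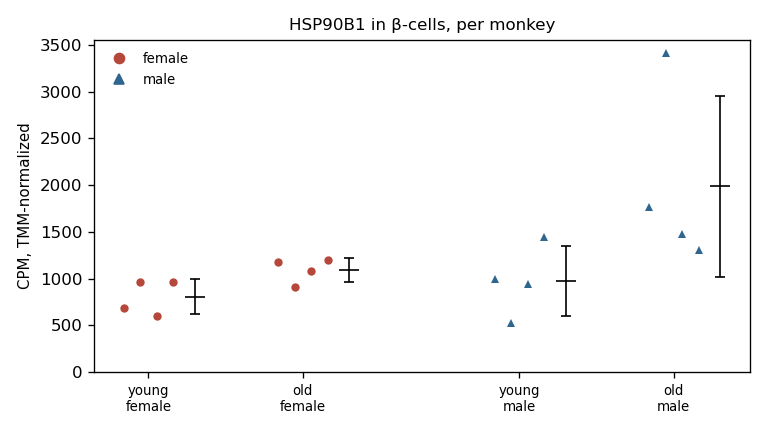
HSP90B1 in β-cells of each monkey (CPM of summed counts), by age group and sex, with a point per monkey and the mean and SD per group. Old male 2 stands at 3407 CPM.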

Immunostaining analyses confirmed that HSP90B1 protein levels were increased in aged β-cells in both genders (Fig. 5D). Although *HSP90B1* is known as a target gene activated by ATF6 pathway during ER stress response, to our knowledge, it has not previously been linked to pancreatic β-cell aging [39]. We overexpressed *HSP90B1* in an insulin-secreting pancreatic β-cell line to estimate the causal effect by increased expression of *HSP90B1* in β-cells (Fig. 6A). The glucose-stimulated insulin secretion (GSIS) assay showed that *HSP90B1* upregulation led to decreased insulin secretion after high glucose stimulation (Fig. 6B–D). Taken together, *HSP90B1* was a candidate target that could lead to interventions that normalize insulin secretion.

**Figure 6.**
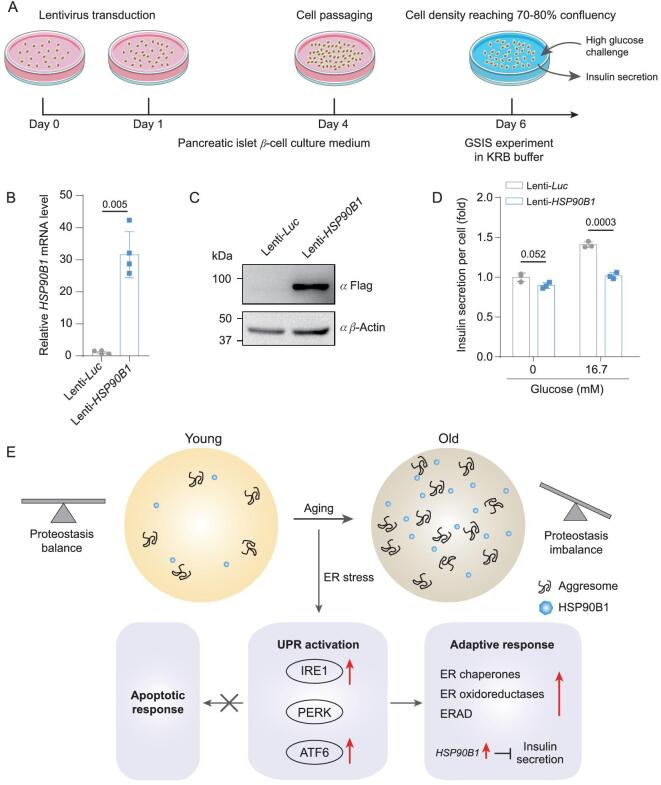
Overexpression of *HSP90B1* impaired insulin secretion in β-cell line under high glucose treatment. (A) Schematic chart showing the workflow of the gene manipulation and GSIS assays. (B) Verification of *HSP90B1* overexpression efficiency in pancreatic islet β-cell line by RT-qPCR. *n* = 4 experimental repeats. *P* value is indicated (two-tailed *t-*test). Data are shown as mean ± SEM. (C) Verification of *HSP90B1* overexpression efficiency in pancreatic islet β-cell line by Western blot. β-Actin is used as a loading control. (D) GSIS assay of pancreatic islet β-cell line expressing *Luc* or *HSP90B1*. *n* = 3 experimental repeats. *P* values are indicated (two-tailed *t-*test). Data are shown as mean ± SEM. (E) Schematic chart showing the accumulation of aggresome and the activation of UPR during β-cell aging.

## DISCUSSION

Aging is causally linked to a decline in glucose tolerance, even in healthy old subjects [40], but the mechanism remains largely unclear. In this study, we provide a comprehensive single-cell transcriptomic map for non-human primate pancreatic islet cells. First, our database of changes in non-human primate pancreatic cells uncovers altered molecular pathways that are specific to different islet cell types during aging. Second, the loss of proteostasis is identified as a prominent hallmark of β-cell aging. Third, the ATF6 and IRE1 branches of the UPR pathway are upregulated in aged β-cells. Fourth, our data record a molecular status that adaptive UPR is activated instead of pro-apoptotic UPR signaling specifically in aged β-cells. Fifth, changes in the ER stress-related pathways during β-cell aging are conserved between male and female β-cells during aging. Sixth, we reveal that *HSP90B1* is a potential aging effector for β-cells in pancreatic islets of both genders, and that upregulation in cells impairs glucose-induced insulin secretion (Fig. 6E). Collectively, this study provides a valuable resource for discovering diagnostic biomarkers and therapeutic targets for aging-related glucose intolerance.

Single-cell RNA-seq analysis allows the study of cell heterogeneity, and identification of cell states and cell-type-specific gene changes during aging or disease emergence [41]. In the past few years, several studies have used scRNA-seq to analyze human pancreatic islets, enabling a better understanding of islet biology [11–13,42–44]. However, only a few studies have focused on pancreatic islet aging. For instance, scRNA-seq analysis of pancreatic cells from eight human donors spanning about six decades suggests transcriptional instability during islet aging, yet with the detection of only modest age-dependent transcriptional changes that may be related to gender-related heterogeneity and sampling conditions surrounding postmortem human pancreatic islet isolation [13]. By using monkeys that are close to humans as animal models, we were able to control such experiment parameters in a highly stringent and reliable way. Especially when examining heterogeneous islet cells, we used stringent experimental controls that were likely essential to identifying meaningful changes in gene expression signature changes amid increased aging-related transcriptional noise. To our knowledge, this is the first scRNA-seq study that uncovers a link between UPR pathways and β-cell aging through in-depth sequencing by using the modified STRT-seq technology and two mutually reproducible bioinformatics tools.

Recent evidence suggests that toxic IAPP aggregates and genetic mutations caused by the burden of excessive protein aggregation may be linked to β-cell dysfunction and diabetes [45]. Utilizing a transgenic mouse model for monitoring ER stress in pancreas cells, ER stress is increased in old mice compared to young mice [46]. Consistently, our study also found increased *IAPP* expression and protein aggregates in aged β-cells. Loss of proteostasis further aggravates ER stress and triggers UPR signaling [45]. Depending on the intensity and duration of ER stress, UPR signaling is under dynamic control that elicits adaptive or cell death program [38]. How UPR is fine-tuned during aging, and whether and to what extent UPR activation contributes to deteriorating β-cell function and glucose intolerance, await further interrogation of β-cell behavior in the context of the aged pancreas. Our scRNA-seq profiling of aging primate islet cells reveals a comprehensive portrait of UPR pathways that interweave with one another. In the aged β-cells captured in our study, pathways driven by ATF6 and IRE1 signaling were activated, but the PERK branch of UPR signaling, as well as terminal UPR and apoptotic steps, were not mobilized. Of note, PERK and its downstream cell death pathway are activated during type 2 diabetes in response to unresolvable ER stress [47]. Therefore, the upregulation of specific UPR genes may serve as a hallmark of aged β-cells, similar to those in diseased conditions. The maintenance of protein homeostasis is likely to be a critical step for preventing β-cell dysfunction during aging.

Finally, one therapeutic avenue suggested by this study is targeting UPR to prevent glucose intolerance in the pre-diabetic stage. Based on the dissection of UPR signaling at single-cell level, we identified *HSP90B1* as one of the most upregulated genes in aged β-cells of both sexes and of the top transcriptionally heterogeneous genes. *HSP90B1* regulates islet development [48], but its role in β-cell aging has not been reported yet. Supporting the role of *HSP90B1* in aging, it has been documented to be increased in aged rat hippocampi [49], and HSP90 inhibitors were selected in a screen as potential senolytic drugs that intervene in cellular senescence [50]. These results, together with our findings, suggest that *HSP90B1* may serve as a hallmark of aging β-cells, and provide a potential target to modulate β-cell function for a better glucose response. As *HSP90B1* is upregulated with other components of the UPR pathway that have been identified in our dataset, it will be interesting to test other regimens to conquer aging-related deterioration of glucose tolerance by targeting additional UPR components. In summary, the single-cell transcriptional atlas of aged pancreatic islets mapped here indicates that loss of proteostasis is a hallmark of aged β-cells and that selectively targeting specific UPR pathways may restore insulin secretion and glucose homeostasis, perhaps thereby delaying the onset of diabetes.

## MATERIALS AND METHODS

Information on materials used to conduct the research, and all methods used in the analysis are available in the supplementary information.

## Supplementary Material

nwaa127_Supplement_Files Click here for additional data file.

# Supplementary material for: A single-cell transcriptomic atlas of primate pancreatic islet aging
**Source:** Natl Sci Rev. 2020 Jun 10;8(2):nwaa127. doi: 10.1093/nsr/nwaa127
**Supplement:** nwaa127_Supplement_Files

# Supplementary Information

## Supplemental Materials and Methods

### Animals

Ethics Review Committee approval for research use of cynomolgus tissue was obtained from the Institute of Zoology of the Chinese Academy of Sciences in advance (1). Originated from Southeast Asia, eight young (4-6 years old) and eight old (18-21 years old) *Macaca fascicularis* were raised at Xieerxin Biology Resource under careful supervision, an accredited primate research center in Beijing. The monkeys were kept at ~25°C with a 12-h light/dark cycle and were fed with a semi-purified, nutritionally fortified diet supplemented with fruit. All animals were excluded from a history of clinical disorder and/or prior experimental use. Somatometric data collected for each monkey showed an increase in body weight and body mass index (BMI) in the old group in both males and females, consistent with normative age- and gender-related changes in monkey body composition (2). Blood tests were performed to ensure that there was no indication of hyper- or hypo-glycemia, or pancreatic diseases. Detailed information about the animals analyzed in this study is included in Supplementary Fig. S1A.

### Pancreatic Islet Isolation and Cell Dissociation

Tissues were collected at the same time at each day over 16 sequential days. The animals were anesthetized, followed by perfusion with physiological saline, and the whole pancreas was isolated. 1/3 of the pancreas near the tail was utilized to isolate pancreatic islets. The tail part was ligated with surgical sutures, perfused with 20 ml 0.5 mg/ml Collagenase V (STEMCELL, 07431) in HBSS (Gibco, 14025), and incubated at 37°C for 35 min. Digestion was neutralized with 25 ml 10% FBS (Gibco, 10270-106) in HBSS. Islets were isolated by centrifugation at 4°C for 1 min at 1,000 rpm, rewashed with 10 ml 10% FBS in HBSS once, and collected in 10 ml HBSS. The collected solution was then transferred into a 3.5-cm dish for the enrichment of pancreatic islets by hand-picking under microscopy. Then cells were dissociated by incubation with Accumax (Millipore, SCR006) at 37°C for 5-10 min, stopped using 10% FBS in HBSS and collected in 2 ml HBSS. The cell suspension was incubated with propidium iodide (PI) (Invitrogen, P3566), followed by removal of debris using fluorescence-activated cell sorting (FACS) (BD FACSAria™ II). Cells were then subjected to single-cell library construction.

### Single-Cell RNA-Seq (scRNA-seq) Library Construction and Sequencing

A modified STRT-seq protocol with modifications was utilized to generate scRNA-seq libraries as previously described (1, 3, 4). Briefly, 384 single pancreatic islet cells were picked into lysis buffer by mouth pipetting for each monkey. mRNA in lysates was then reverse transcribed with SuperScript II reverse transcriptase (Invitrogen, 18064-071), and an 8-nt cell-specific barcode was added to cDNA from each cell. Absolute counting of molecules was performed with 8-nt unique molecular identifiers (UMIs). The synthesized cDNA from different cells was amplified with 15 cycles and pooled together, followed by fragmentation with Covaris S2 and enrichment of specific fragments using Dynabeads MyOne Streptavidin C1 beads (Thermo, 65001). The enriched fragments were constructed into libraries using KAPA Hyper Prep Kit (KAPA, KK8504), and sequenced on an Illumina HiSeq X Ten platform by Novogene.

### Immunostaining

A third of the tissue near the head of the pancreas was fixed in 4% paraformaldehyde (PFA) (Dingguo, AR-0211) at 4°C overnight, washed extensively with phosphate-buffered saline (PBS), soaked in 30% sucrose, embedded in paraffin wax and cut into 5-μm-thick sections. As PFA-fixed tissues of one young female and one old male monkey were not processed properly due to limited experimental experience at the beginning, PFA-fixed tissues of 14 monkeys were utilized for evaluation. The paraffin tissues sections were deparaffinized and rehydrated followed by antigen retrieval. Sections were blocked with 10% donkey serum in PBS for 1 h at room temperature and incubated with primary antibodies at 4°C overnight. For immunochemical analysis of insulin, ERO1LB and TMEM132B in Fig. 1E, the sections were stained using an IHC kit (ZS BIO, PV-9001, PV-9002, ZLI-9018) following the manual. The primary antibodies used were mouse anti-insulin (Sigma, I2008, 1:200), rabbit anti-ERO1B (Proteintech, 11261-2-AP, 1:100), rabbit anti-TMEM132B (Novus Biologicals, NBP2-38259, 1:200). For immunofluorescence staining of other marker proteins, sections were incubated with fluorescence-labeled secondary antibodies (diluted with 1% donkey serum in PBS) at room temperature for 1 h. Hoechst 33342 (Invitrogen) was used to stain nuclear DNA. The primary antibodies used were mouse anti-insulin (Sigma, I2008, 1:200), guinea pig anti-insulin (DAKO, IR00261, 1:1), mouse anti-glucagon (Abcam, ab10988, 1:200), rabbit anti-somatostatin (Millipore, MAB354, 1:200), rabbit anti-ERO1B (Proteintech, 11261-2-AP, 1:100). A confocal laser-scanning microscope (Leica TCS SP5 II) was used to obtain images.

The remainder of the pancreatic tissue was cut into small pieces, embedded in Tissue-Tek® O.C.T.™ Compound (Sakura Finetek, 4583) and stored in liquid nitrogen. The frozen OCT tissues were cut into 10-μm-thick sections. Pancreatic sections from 16 monkeys were fixed with 4% PFA in PBS for 30 min, permeabilized with 0.4% Triton X-100 (Sigma, T9284) in PBS for 30 min, and blocked with 10% donkey serum in PBS for 1 h. Then the sections were incubated overnight with primary antibodies at 4°C overnight, and then incubated with fluorophore-labeled secondary antibodies (diluted with 1% donkey serum in PBS) at room temperature for 1 h. As above, Hoechst 33342 (Invitrogen) was used to stain nuclear DNA. The primary antibodies used were mouse anti-insulin (Sigma, I2008, 1:200) and rat anti-HSP90B1 (Thermo, MA3-016, 1:200). Sections were stained and imaged in parallel such that the staining intensity reflected protein expression. Images were captured systematically covering the whole section in confocal mode on a Leica SP5 microscope. The Opera Phenix high-content imaging system (PerkinElmer, Massachusetts, USA) was utilized for quantification of the mean fluorescence intensities of HSP90B1 in β-cells. The intensities of INS-positive cells were measured in 13-132 (average 55.6) different fields in each section, and normalized to those in the young female group.

### **Aggresome Visualization**

For analysis of aggresome intensity, frozen sections were stained with PROTEOSTAT® aggresome detection kit (ENZO, ENZ-51035-K100). Briefly, sections were fixed using 4% PFA in PBS for 15 min, permeabilized with 0.3% Triton X-100 (Sigma, T9284) in PBS for 7 min, incubated with the aggresome dye (1:2000 dilution in PBS) for 3 min, and destained in 1% acetic acid for 20 min. After washing thoroughly with PBS, sections were blocked with 10% donkey serum in PBS for 1 h. The sections were then sequentially incubated with mouse anti-insulin antibody (Sigma, I2008, 1:200), fluorescence-labeled secondary antibody, and Hoechst 33342. Images were obtained by confocal laser-scanning system (Leica TCS SP5 II). Aggresome intensity was quantified by ImageJ software and normalized to those of young female group. For each monkey, a total of 5-25 islets were examined.

### **Hematoxylin and Eosin (H&E) Staining**

For H&E staining, paraffin sections were stained according to standard methods as previously described (1). The number and average area of aged pancreatic islets were quantified using ImageJ software and normalized to those of the young group. Every islet (eight or more cells) was evaluated. The number of islets was normalized by the area of the section. The area of 80-250 islets was measured for each animal. The differences in the proportions of  $\beta$ -cells between ones captured by H&E staining and scRNA-seq data might stem from the low survival rate of  $\beta$ -cells during isolation procedure (5).

### **TUNEL Staining**

For TUNEL staining, paraffin sections were stained using the *in Situ* Cell Death Detection Kit, POD (Roche, 11684817910) following the manufacturer's protocol, then counterstained with hematoxylin solution for visualization of the nucleus. Average percentages of TUNEL-positive cells over 18-26 islets for each animal were quantified using ImageJ software and normalized to those of the young group.

### **Blood and Plasma Assay**

Blood glucose of 16 monkeys was measured using the OneTouch® UltraVue™ Blood Glucose Monitoring System. Plasma C-peptide, insulin and glucagon were determined by Iodine[125I] C-peptide Radioimmunoassay Kit (BNIBT, S10940099), Iodine[125I] Insulin Radioimmunoassay Kit (BNIBT, S10930046) and Iodine[125I] Glucagon Radioimmunoassay Kit (BNIBT, S10950157) according to the manufacturer's instruction. For the plasma assay, four young male, four old female, four old male, and two young female monkeys were measured, as we failed to extract enough blood by phlebotomizing from the other two young female monkeys.

### **Cell Culture**

Mouse MIN6 islet  $\beta$ -cells were kindly provided by Prof. Tao Xu (Institute of Biophysics, Chinese Academy of Sciences, China). Mouse MIN6 islet  $\beta$ -cells were cultured in Dulbecco's modified Eagle's medium (DMEM, 25 mM glucose) (HyClone, SH30243.02), supplemented with 10% FBS (Gibco, 10270106),  $1 \times 2$ -Mercaptoethanol (Gibco, 21985-023), 1% penicillin/streptomycin (Gibco, 15140122) and 0.01% plasmocin (InvivoGen, ant-mpt). No contamination of mycoplasma was observed during cell culture. Mycoplasma contamination was detected by PCR-based method. Briefly, the culture medium was sampled after 24 h of incubation and examined by PCR along with a positive control. After agarose gel electrophoresis, mycoplasma-positive samples will yield a fragment of approximately 250 bp.

### **Glucose-Stimulated Insulin Secretion (GSIS) Assay**

MIN6 islet  $\beta$ -cells were cultured in 5% CO<sub>2</sub> at 37°C in 12-well plates. After two days of culture, the culture medium was replaced with 0 mM glucose Krebs-Ringer Bicarbonate (KRB) buffer (0.2% BSA in KRB buffer), and washed twice. The supernatant was collected after incubation with 0 mM glucose KRB buffer for 30 min and repeated three times. Then cells were washed once and incubated with 16.7 mM glucose KRB buffer for 30 min. The supernatant was collected for insulin analysis by Insulin ELISA kit (Abcam, ab100578) according to the manufacture's recommendation.

### **Lentivirus Packaging**

Lentiviral overexpression vectors were constructed by cloning human *HSP90B1* cDNA into the pLE4 vector (a gift from Dr. Tomoaki Hishida). For lentiviral generation, HEK 293T cells were co-transfected with a lentivirus overexpression vector, packaging plasmids psPAX2 (Addgene, 12260) and pMD2.G (Addgene, 12259) using Lipofectamine 3000 (Invitrogen). Lentiviral

particles were collected by ultracentrifugation at 19,400 g for 2.5 h. Primers used for vector construction are provided in Supplementary Table 5.

### RNA and Protein Analysis

For quantitative PCR analysis, the total RNA was extracted by the TRIzol (Thermo) and reverse transcribed to cDNA using the GoScript Reverse Transcription System (Promega). Quantitative PCR was performed using iTaq Universal SYBR Green Super mix (Bio-Rad) on a CFX384 Real-Time PCR system (Bio-Rad). Data were normalized to mouse Actin gene. Primers used for RT-qPCR were provided in Supplementary Table 5. For western blots, cells were harvested and lysed in  $2 \times$  SDS, and quantified using a BCA Kit (Dingguo, BCA-02). Western blot was conducted as previously described (6).

### Processing Single-Cell RNA-Seq Data

Single-cell RNA-seq raw sequencing data were first trimmed to remove the TSO and poly A tail sequence, and reads with low-quality bases, as well as those contaminated with adapters, were discarded using a custom script. Clean reads were then aligned to the Ensembl *Macaca fascicularis* reference genome (version: *Macaca\_fascicularis\_5.0*) using *Tophat* (version: 2.0.12) (7). UMI counts of uniquely mapped reads were counted using the *htseq-count* tool from *HTSeq* (8), and transcripts with the same UMI were only counted once. The gene expression level was quantified as transcripts per million (TPM). Since the scRNA-seq library complexity was estimated to be ~100,000 transcripts, gene expression levels were normalized into  $\text{Log}_2(\text{TPM}/10 + 1)$ .

To retain single cells with high quality, three measures were applied: the rate of reads mapping into the reference genome was more than 30%, the number of genes detected in the annotation genome was more than 800, and the number of UMIs more than 10,000 (Supplementary Fig. S2A). After this critical cell filtering strategy, 5,575 of 6,141 single cells were retained for the downstream analysis.

### Identification of Cell Types and Cell-Type-Specific Marker Genes

Given the potential individual heterogeneity and batch effects, raw data of gene expression levels were normalized using the algorithm of mutual nearest neighbors (MNN) (9). The MNN correction was applied using function *mnncorrect* in R package *scrane* (version: 1.2.2) with parameters '*cos.norm.in=TRUE, cos.norm.out=TRUE, var.adj=TRUE, k=20, sigma=0.1*' (10). Based on the corrected gene expression data, the distance matrix was obtained using function *dist* with default parameters. Then, the distance matrix was utilized to perform the *t*-distributed stochastic neighbor embedding (*t*-SNE) analysis (Fig. 1B; Supplementary Fig. S2B) using function *Rtsne* in R package *Rtsne* (version: 0.13) with parameters '*is\_distance=TRUE, perplexity=30*', and single cells were classified with the unsupervised clustering method using the command `hclust(as.dist(1-abs(cor(tmp.corrected.df, method='pearson'))), method='ward.D2')`.

To verify the robustness of the clustering strategy, the above normalization was performed with cells collected from only young or aged individuals. The *t*-SNE analysis and unsupervised clustering analysis were performed as described above. The circos plot was generated using the function *chordDiagram* in R package *circlize* (version: 0.4.6).

Based on the raw gene expression TPM data, two-tailed Student's *t*-test was used to identify cell-type-specific marker genes (differentially expressed genes among different cell types) using the function *FindAllMarkers* in R package *Seurat* (version: 1.4.0.14) (11). Marker genes

were selected only if three standards were matched: Log<sub>2</sub>-transformed average difference was greater than 1, *P*-value was less than 0.05, and the percentage of gene-expressing cells in the corresponding cluster was greater than 25%. A total of 205, 231, 147 and 151 cell-type-specific marker genes were identified in  $\alpha$ -cells,  $\beta$ -cells,  $\delta$ -cells and PP-cells, respectively. To show the marker gene in the heatmap, the average expression level of each marker gene in a given cell type and a given individual was calculated (Fig. 1D). The expression levels of marker genes were shown in *t*-SNE plots or bar plots (Fig. 1B, C and G; Supplementary Fig. S2D). GO analysis of cell-type-specific marker genes was performed with *Metascape* with default parameters (Supplementary Fig. S2C) (12).

To detect the enriched pathway in each cell type, KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis between a given cell type and the other cell types was performed by gene set enrichment analysis (GSEA). Briefly, GSEA was performed using the Java software *GSEA* (version: 3.0, desktop application) based on KEGG gene sets ('*c2: curated gene sets*') (13). The scoring scheme for hits (gene set numbers) and misses (non-members) was set to the '*weighted*' enrichment statistic method, and the metric for ranking genes was selected with the '*Signal2Noise*' method. To ensure reproducibility, the random seed was set as '*19961109*' in the permutations process. All other parameters to perform GSEA were by default. The pathway enrichment analysis result was shown with the dot plot (Fig. 1F).

### Transcriptional Noise Analysis

The analysis method and definition of transcription noise were similar to those used in a previous study (14). Transcriptional noise was defined as biological variation over technology variation using Pearson correlation to assess.

For each gene in a given cell type, the standard deviation, the average value and the coefficient of variation (CV) of the gene expression level were calculated firstly, and then the top-ranked (ranked by CV descending) 1,000 genes with average expression levels more than 1 were selected as highly variable genes (HVGs). Only HVGs were utilized to calculate biological variation in the downstream analysis.

Firstly, the biological variation  $b_{c,i,k}$  for each cell was defined as

$$b_{c,i,k} = 1 - \text{cor}(b\_exp_{c,i,k} - b\_mean_{c,i}),$$

where  $b\_exp_{c,i,k}$  indicated the endogenous expression vector in cell  $k$  of cell type  $c$  and monkey individual  $i$ , and  $b\_mean_{c,i}$  indicated the endogenous average expression vector in cell type  $c$  and monkey individual  $i$ . Secondly, the technology variation  $t_{c,i,k}$  for each cell was defined as

$$t_{c,i,k} = 1 - \text{cor}(t\_exp_{c,i,k} - t\_mean),$$

where  $t\_exp_{c,i,k}$  indicated the spike-in expression vector in cell  $k$  of cell type  $c$  and monkey individual  $i$ , and  $t\_mean$  indicated the spike-in average expression vector in all filtered cells (5,575 filtered cells in total). Thirdly, transcriptional noise was defined as the ratio of biology variation and technology variation for the given cell type.

### Identification of Young and Old Cells

To identify young and old cells based on transcriptomic data, principal component analysis (PCA) was performed to investigate the gene set associated with the aging process. HVGs (647 HVGs for  $\alpha$ -cells and 2,213 HVGs for  $\beta$ -cells) were firstly selected using function *MeanVarPlot* in R package *Seurat*. PCA was performed with these selected HVGs using function *PCA* in *Seurat*. Several top-ranked principal components (PCs) obtained from PCA were associated with individual heterogeneity or other factors (PC1~PC8 for  $\alpha$ -cells and PC1~PC3 for  $\beta$ -cells), and there was one PC associated with the aging process (PC9 for  $\alpha$ -cells and PC4 for  $\beta$ -cells)

(Supplementary Fig. S4A).

Young and old cells were defined by combining information from the principal component and the age group information of each single cell. For example, for  $\alpha$ -cells, young cells (650 cells collected from male individuals, 793 from female individuals, 1,443 cells in total) were defined as cells collected from young monkey individuals and distributed in the positive axis of PC9, and old cells (male: 910, female: 487, in total: 1,397) were defined as cells collected from aged monkey individuals and distributed in the negative axis of PC9; for  $\beta$ -cells, young cells (male: 197, female: 172, in total: 369) were defined as cells collected from young monkey individuals and distributed in the negative axis of PC4, and old cells (male: 227, female: 219, in total: 446) were defined as cells collected from aged monkey individuals and distributed in the positive axis of PC4. These identified young and old cells were used in the downstream analysis.

When we separately identified aging-associated differentially expressed genes (DEGs) in male or female monkey individuals, we directly used the above identified young and old cells.

### Identification of Aging-Associated Differentially Expressed Genes

Aging-associated DEGs were identified in the young and old cells (we called ‘PCA strategy’ in this study, Supplementary Fig. S4D). For  $\alpha$ -cells, there were 1,443 young cells and 1,397 old cells; for  $\beta$ -cells, there were 369 young cells and 446 old cells. The two-tailed Student’s *t*-test classifier was used to identify aging-associated DEGs using the function *FindMarkers* in R package *Seurat*. DEGs were selected only if three standards were matched: Log<sub>2</sub>-transformed average difference was greater than 0.5, *P*-value was less than 0.05, and the percentage of gene-expressing cells in the corresponding age group was greater than 25%. GO analysis was performed with *Metascape* with default parameters.

To validate the reliability of DEGs obtained from young and old cells, the other DEG gene set was obtained with the additional analysis (we called ‘direct strategy’ in this study, Supplementary Fig. S4B-D), in which we obtained aging-associated DEGs by comparing all cells collected from young and old monkeys. For example, for  $\alpha$ -cells, we used 2,168 cells collected from young monkeys and 2,014 cells from old monkeys to calculate aging-associated DEGs; for  $\beta$ -cells, we used 524 cells from young monkeys and 645 cells from old monkeys to calculate aging-associated DEGs. We identified aging-associated DEGs with the same method described as above.

### Cell-Cell Interaction Analyses

The cell-cell interaction analysis was performed based on single-cell RNA-seq data (gene expression levels were quantified with TPM) using software *CellPhoneDB* (version: 2.0.0) (15). For a special cell type, only the ligand and receptor interacting pairs satisfying the following three conditions were considered in the downstream analysis: (1) at least 10% cells expressed that pair (set the parameter as ‘--threshold 0.1’), (2) the average expression level was greater than 5, and (3) compared between different cell types, the enrichment of the pair was statistically significant ( $P < 0.05$ ). A ligand-receptor pair only detected in cells collected from young individuals was considered as a young-specific interaction pair; a ligand-receptor pair only detected in cells from old individuals was as an old-specific interaction pair; the rest were common interaction pairs.

### Statistical Analyses

All bar charts were presented as the mean  $\pm$  SEM. All statistical analyses were performed by two-tailed Student’s *t*-test with the *P* value indicated in each figure.  $P < 0.05$  was considered

statistically significant.

### Data Availability

All RNA-seq sequencing data and processed data have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE120180.

### SUPPLEMENTAL REFERENCES

1. Wang, S, Zheng, Y, Li, J, *et al.* Single-Cell Transcriptomic Atlas of Primate Ovarian Aging. *Cell*. 2020; **180**(3): 585-600.e19.
2. Hudson, JC, Baum, ST, Frye, DMD, *et al.* Age and sex differences in body size and composition during Rhesus monkey adulthood. *Aging Clinical and Experimental Research*. 1996; **8**(3): 197-204.
3. Dong, J, Hu, Y, Fan, X, *et al.* Single-cell RNA-seq analysis unveils a prevalent epithelial/mesenchymal hybrid state during mouse organogenesis. *Genome Biol*. 2018; **19**(1): 31.
4. Cui, Y, Zheng, Y, Liu, X, *et al.* Single-Cell Transcriptome Analysis Maps the Developmental Track of the Human Heart. *Cell Reports*. 2019; **26**: 1934-50.e5.
5. Segerstolpe, Å, Palasantza, A, Eliasson, P, *et al.* Single-Cell Transcriptome Profiling of Human Pancreatic Islets in Health and Type 2 Diabetes. *Cell metabolism*. 2016; **24**(4): 593-607.
6. Zhang, W, Li, J, Suzuki, K, *et al.* A Werner syndrome stem cell model unveils heterochromatin alterations as a driver of human aging. *Science*. 2015; **348**(6239): 1160-3.
7. Trapnell, C, Pachter, L, Salzberg, SL. TopHat: discovering splice junctions with RNA-Seq. *Bioinformatics*. 2009; **25**(9): 1105-11.
8. Anders, S, Pyl, PT, Huber, W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics*. 2015; **31**(2): 166-9.
9. Haghverdi, L, Lun, AT, Morgan, MD, *et al.* Batch effects in single-cell RNA-sequencing data are corrected by matching mutual nearest neighbors. *Nature biotechnology*. 2018; **36**(5): 421-7.
10. Lun, AT, McCarthy, DJ, Marioni, JC. A step-by-step workflow for low-level analysis of single-cell RNA-seq data with Bioconductor. *F1000Research*. 2016; **5**.
11. Satija, R, Farrell, JA, Gennert, D, *et al.* Spatial reconstruction of single-cell gene expression data. *Nature biotechnology*. 2015; **33**(5): 495-502.
12. Zhou, Y, Zhou, B, Pache, L, *et al.* Metascape provides a biologist-oriented resource for the analysis of systems-level datasets. *Nature communications*. 2019; **10**(1): 1-10.
13. Subramanian, A, Tamayo, P, Mootha, VK, *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proceedings of the National Academy of Sciences*. 2005; **102**(43): 15545-50.
14. Enge, M, Arda, HE, Mignardi, M, *et al.* Single-cell analysis of human pancreas reveals transcriptional signatures of aging and somatic mutation patterns. *Cell*. 2017; **171**(2): 321-30. e14.
15. Vento-Tormo, R, Efremova, M, Botting, RA, *et al.* Single-cell reconstruction of the early maternal–fetal interface in humans. *Nature*. 2018; **563**(7731): 347-53.

# Supplementary material for: A single-cell transcriptomic atlas of primate pancreatic islet aging
**Source:** Natl Sci Rev. 2020 Jun 10;8(2):nwaa127. doi: 10.1093/nsr/nwaa127
**Supplement:** nwaa127_Supplement_Files

# Supplementary Information

## Supplementary Figures

**A**

**B**

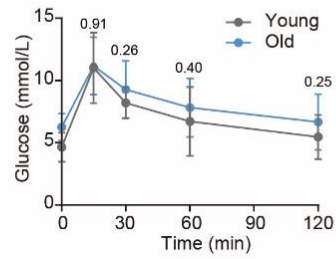

**C**

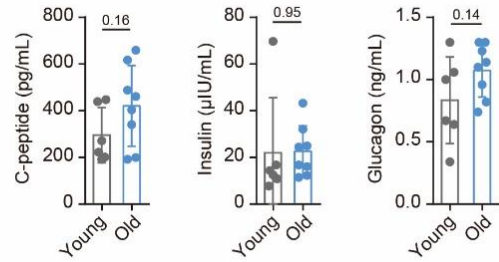

**D**

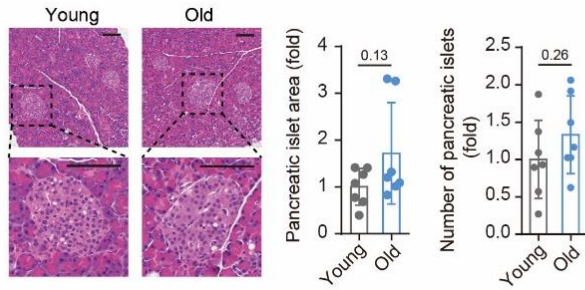

**Supplementary Fig. 1. Basic Information of Cynomolgus Monkeys.**

(A) A table showing information for cynomolgus monkeys analyzed in this study. The number of sequenced single cells and filtered cells are shown. YM, young male; YF, young female; OM, old male; and OF, old female.

(B) Line plot showing glucose levels at indicated time after meal following 12 h-fasting in young and old groups.  $n = 8$  monkeys for each group.  $P$  values are indicated (two-tailed  $t$ -test). Data are shown as mean  $\pm$  SEM.

(C) Bar charts showing the c-peptide level (left), insulin level (middle) and glucagon level (right) of young and old groups. Young,  $n = 6$ ; old,  $n = 8$  monkeys.  $P$  values are indicated (two-tailed  $t$ -test). Data are shown as mean  $\pm$  SEM.

(D) H&E-staining of young and old pancreases. Pancreatic islets are circled with dashed lines (left). Bar chart showing the relative pancreatic islet area and relative number of pancreatic islets in young and old monkeys (right). The number and average area of pancreatic islets are normalized to those in the young group. Scale bar, 100  $\mu\text{m}$ .  $n = 7$  monkeys for each group.  $P$  values are indicated (two-tailed  $t$ -test). Data are shown as mean  $\pm$  SEM.

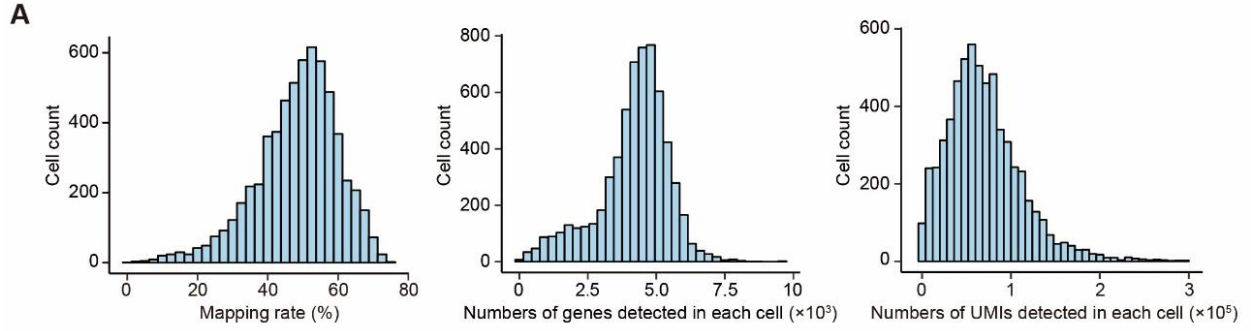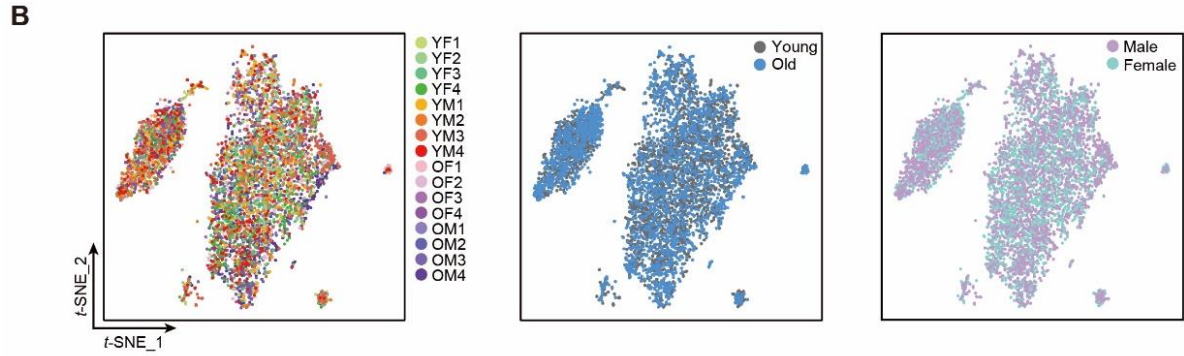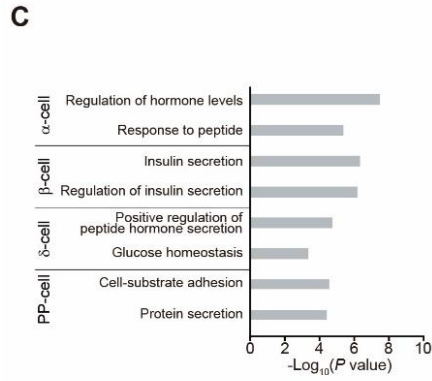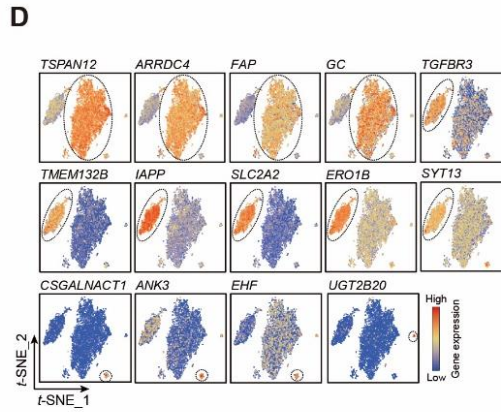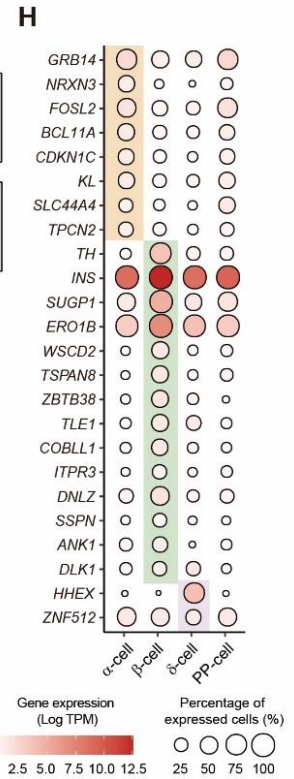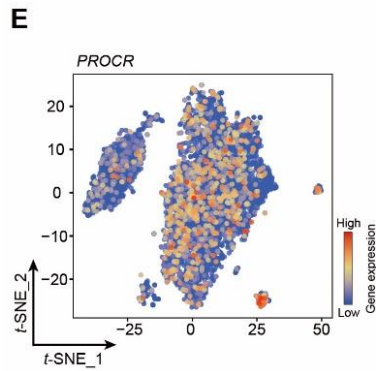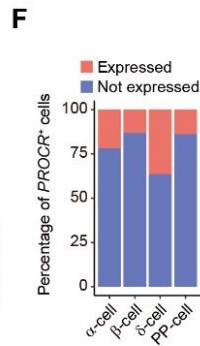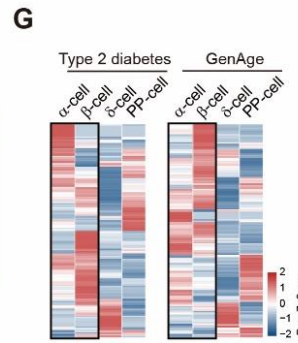

### Supplementary Fig. 2. Quality Control of Single-Cell RNA-Seq Data.

- (A) Histograms showing the mapping rate (left), the numbers of genes (middle) and the numbers of UMIs (right) detected in each cell.
- (B) *t*-SNE plots showing the distribution of single cells in different monkeys (left), age groups (middle) and sex groups (right).
- (C) Bar chart showing representative GO terms of cell-type-specific marker genes in each cell type.
- (D) *t*-SNE plots showing expression levels of representative cell-type-specific marker genes. The corresponding cell type is denoted in circles.
- (E) *t*-SNE plot showing expression levels of *PROCR*.
- (F) Stacked histogram showing the percentages of *PROCR*<sup>+</sup> cells and *PROCR*<sup>-</sup> cells in each cell type.
- (G) Heatmaps showing the row scaled expression levels of genes in T2D (left) (collected from <http://www.type2diabetesgenetics.org>) and GenAge (right) gene sets (collected from <http://genomics.senescence.info/genes>) in each cell type.
- (H) Dot plot showing expression characteristics of common genes between diabetes associated genes and cell-type-specific marker genes. Color indicates the average gene expression level (Log<sub>2</sub>-transformed TPM) and size indicates the percentage of expressed cells. Cell-type-specific marker genes in the corresponding cell type are highlighted.

A

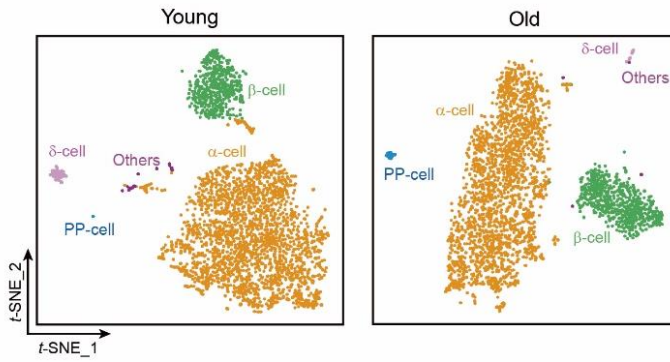

B

| Sample     | α-cell | β-cell | δ-cell | PP-cell | Other | Sum     |
|------------|--------|--------|--------|---------|-------|---------|
| YF1        | 270    | 65     | 17     | 1       | 4     | 357     |
| YF2        | 341    | 10     | 5      | 0       | 5     | 361     |
| YF3        | 331    | 30     | 11     | 0       | 3     | 375     |
| YF4        | 261    | 85     | 5      | 1       | 4     | 356     |
| YM1        | 252    | 71     | 6      | 6       | 5     | 340     |
| YM2        | 217    | 114    | 10     | 4       | 0     | 345     |
| YM3        | 243    | 43     | 14     | 0       | 23    | 323     |
| YM4        | 253    | 106    | 2      | 7       | 0     | 368     |
| Sum        | 2,168  | 524    | 70     | 19      | 44    | 2,825   |
| Percentage | 76.74% | 18.55% | 2.48%  | 0.67%   | 1.56% | 100.00% |
| OF1        | 149    | 133    | 6      | 7       | 5     | 300     |
| OF2        | 214    | 61     | 9      | 21      | 1     | 306     |
| OF3        | 326    | 27     | 0      | 1       | 1     | 355     |
| OF4        | 167    | 184    | 1      | 0       | 1     | 353     |
| OM1        | 276    | 82     | 3      | 0       | 2     | 363     |
| OM2        | 261    | 63     | 5      | 5       | 1     | 335     |
| OM3        | 295    | 73     | 3      | 1       | 2     | 374     |
| OM4        | 326    | 22     | 10     | 4       | 2     | 364     |
| Sum        | 2,014  | 645    | 37     | 39      | 15    | 2,750   |
| Percentage | 73.24% | 23.45% | 1.35%  | 1.42%   | 0.55% | 100.00% |

C

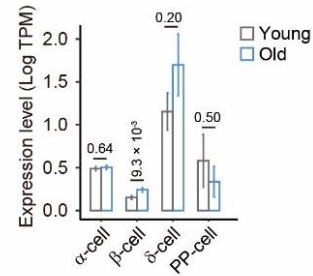

D

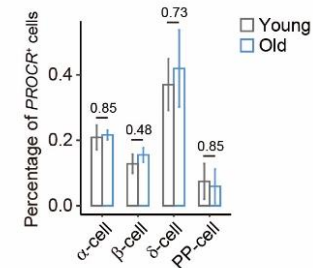

E

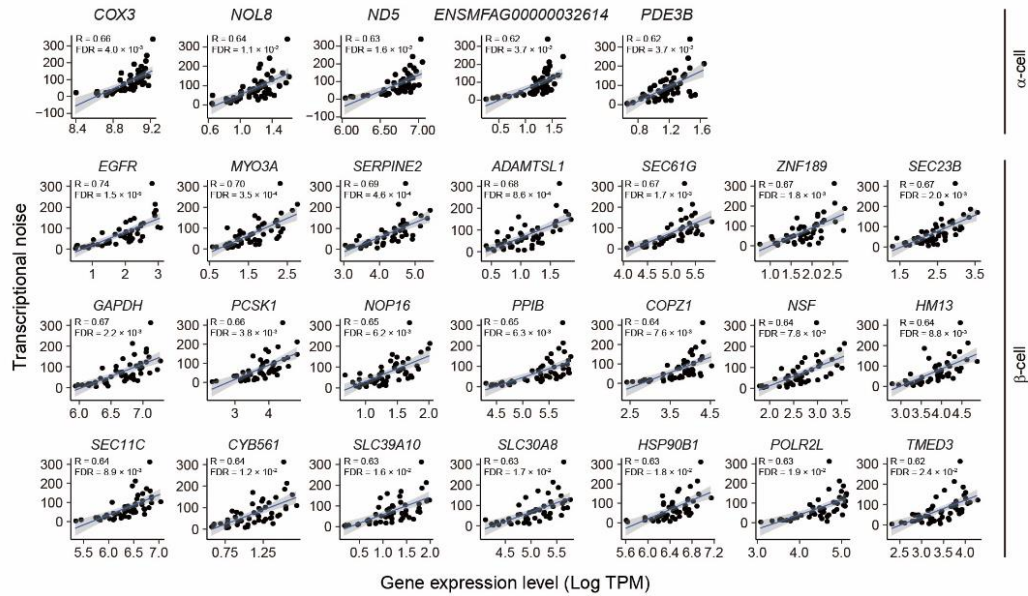

**Supplementary Fig. 3. Comparisons of Cell Proportion of Different Types in Young and Old Monkeys.**

- (A) *t*-SNE plots showing pancreatic islet cell types in young (left) and old (right) monkeys.
- (B) A table showing the cell numbers and percentages of each cell type in different monkeys.
- (C) Bar chart showing the *PROCR* expression level in each cell type. *P* values are indicated (two-tailed *t*-test). Data are shown as mean  $\pm$  SEM.
- (D) Bar chart showing the percentage of *PROCR*<sup>+</sup> cells in each cell type. *P* values are indicated (two-tailed *t*-test). Data are shown as mean  $\pm$  SEM.
- (E) Scatter plots showing the transcriptional noise along with expression levels of representative genes. The shadow indicates the 0.95 confidence interval around smooth. Pearson's correlation coefficients (*R*) and statistical significance (FDR) are indicated.

**A**

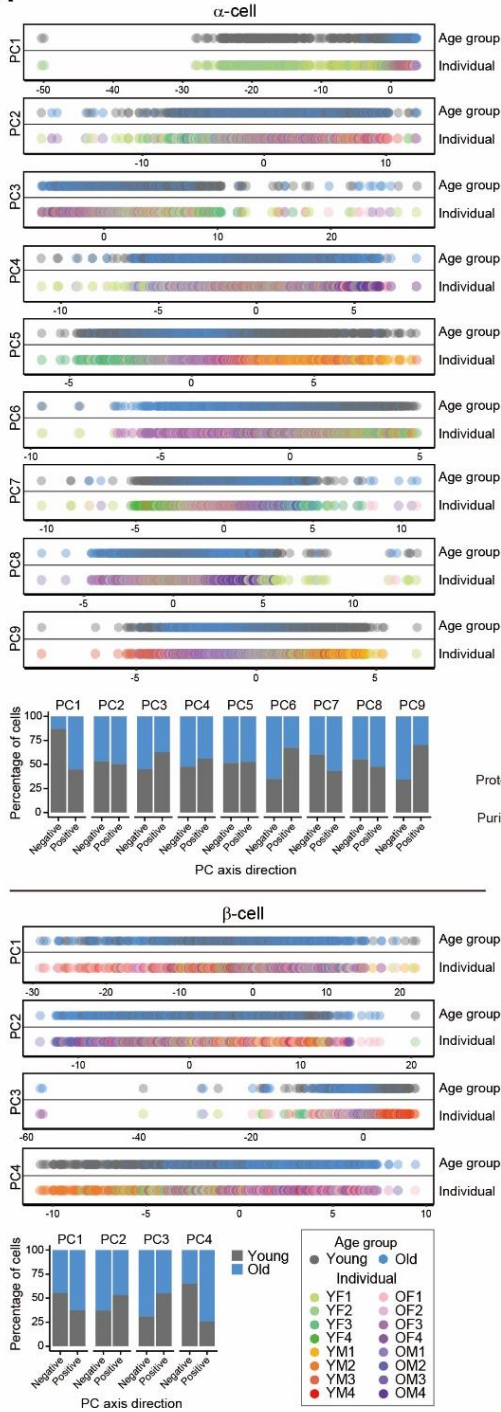

**B**

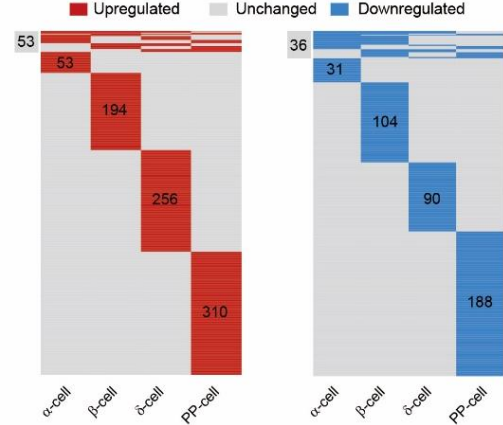

**C**

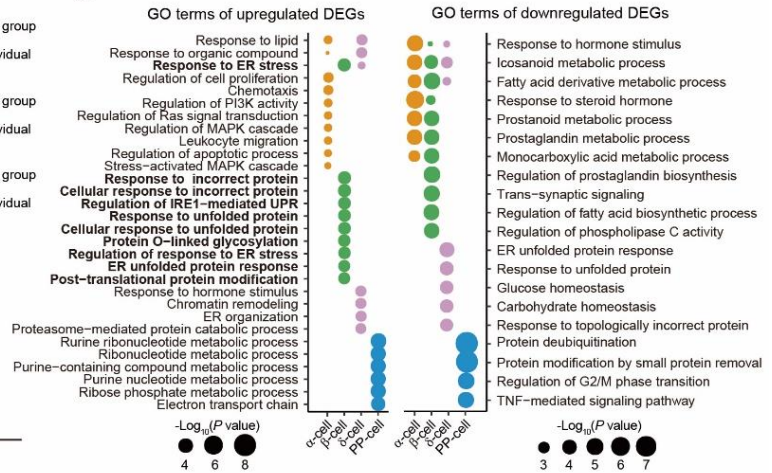

**D**

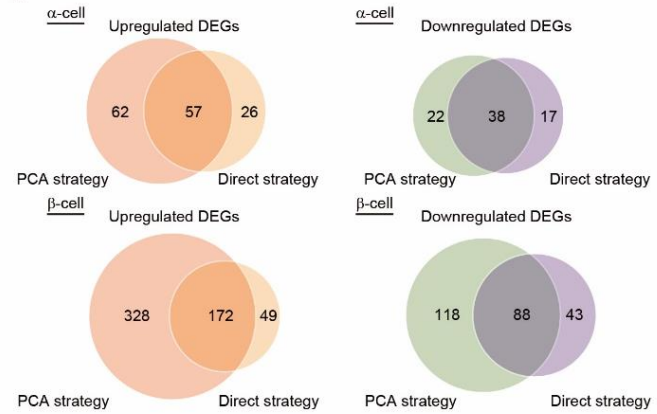

**E**

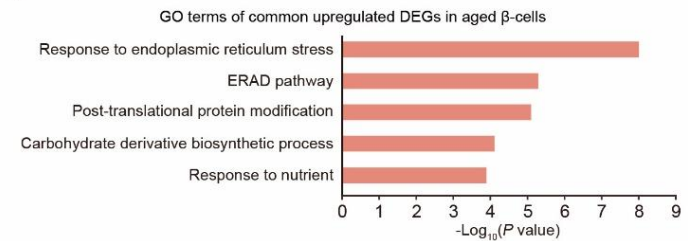

**Supplementary Fig. 4. Aging-Associated Transcriptomic Changes in  $\alpha$ -cells and  $\beta$ -cells Collected from Young and Old Monkeys.**

(A) Dot plots showing the cell distribution along different PCA dimensions in  $\alpha$ -cells and  $\beta$ -cells. Dots are colored based on age groups (gray for young monkeys and blue for old monkeys) or individual monkeys (16 colors for 16 monkeys). Stacked histograms showing the percentages of cells collected from young (gray) and old (blue) monkeys in different PCA dimensions (positive and negative axes).

(B) Heatmaps showing the distribution of aging-associated DEGs in each cell type. These DEGs are directly obtained from the comparison between cells from young monkeys and those from old monkeys ('direct strategy'). The number of DEGs in each group is indicated.

(C) Dot plots showing representative GO terms of upregulated (left) or downregulated (right) aging-associated DEGs. These DEGs are directly obtained from the comparison between cells from young monkeys and those from old monkeys ('direct strategy'). Colors indicate different cell types and size indicates  $-\text{Log}_{10}(P \text{ value})$ .

(D) Venn diagrams showing the overlapping distribution of upregulated and downregulated aging-associated DEGs in aged  $\alpha$ -cells and  $\beta$ -cells obtained from two different methods. 'PCA strategy' indicates DEGs obtained from the method based on PCA strategy, and 'direct strategy' indicates DEGs directly obtained from the comparison between cells from young monkeys and those from old monkeys based on sampling information.

(E) Bar chart showing representative GO terms of 172 common upregulated aging-associated DEGs in aged  $\beta$ -cells obtained from two different methods (corresponding to Supplementary Fig. S4D).

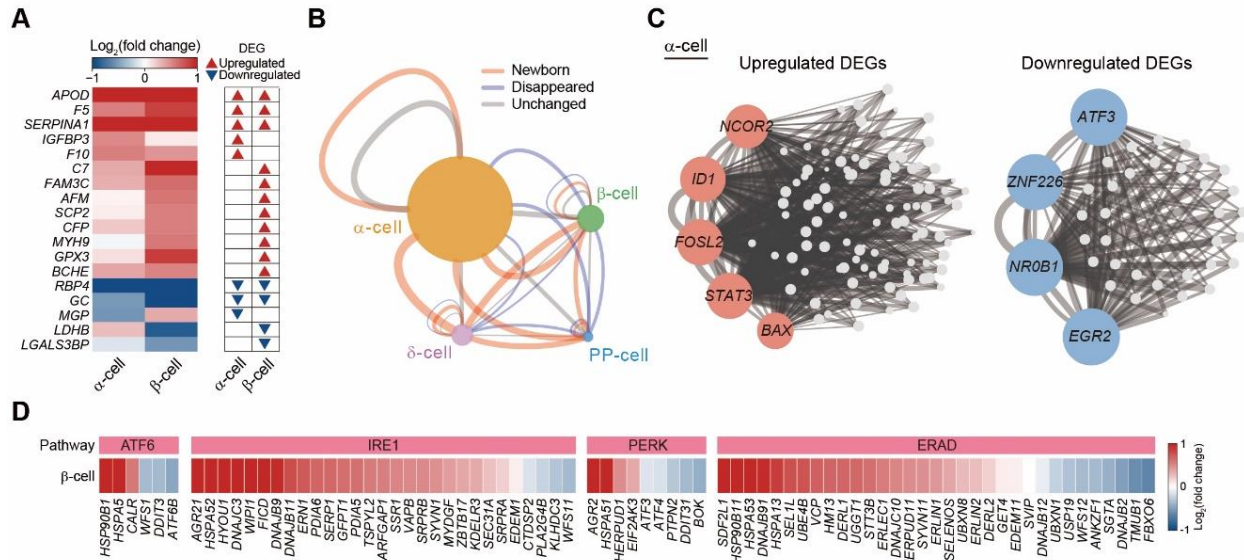

### Supplementary Fig. 5. Upregulation of UPR Genes in Aged $\beta$ -cells.

(A) Heatmap showing the fold change of aging-associated DEGs in plasma (left), and table showing DEG types (right). Red arrows indicate upregulated DEGs and blue arrows indicate downregulated DEGs.

(B) Network showing changes of ligand-receptor interactions in aged monkeys. Each line between any two cell types indicates each ligand-receptor interaction. The node size and line size indicate the number of interactions. Line colors indicate the interaction type during aging process, and red, blue and gray lines correspond to newborn (old-specific), disappeared (young-specific) and unchanged (common) interactions, respectively.

(C) Regulatory network visualizing potential key transcriptional regulators in upregulated and downregulated aging-associated DEGs in aged  $\alpha$ -cells. Only connections with high weight are retained and node size indicates the number of connections, and nodes with top-ranked size are highlighted in red (upregulated, left) or blue (downregulated, right).

(D) Heatmaps showing the fold change of genes in four UPR pathways in  $\beta$ -cells. Only the genes differentially regulated in  $\beta$ -cells between young and old individuals are analyzed.

## Supplementary Tables

**Supplementary Table 1.** Quality Control, Cluster Information and Cell-Type-Specific Genes in Single-Cell RNA-Seq Data.

**Supplementary Table 2.** Aging-Associated Gene Expression Patterns in  $\alpha$ -cells and  $\beta$ -cells.

**Supplementary Table 3.** Aging-Associated Differentially Expressed Genes Identified Based on Sampling Information in Each Cell Type.

**Supplementary Table 4.** Aging-Associated Differentially Expressed Genes in  $\beta$ -cells of Both Genders.

**Supplementary Table 5.** Lists of Primers Used in this Study.

How the deposited data were processed for this re-analysis (not part of the article)

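Single islet cells of 16 cynomolgus monkeys, 8 young and 8 old with 4 females and 4 males in each age group, were sequenced by a modified STRT protocol in 64 libraries, 4 per monkey. The authors trimmed the reads, aligned them to the cynomolgus genome assembly Macaca_fascicularis_5.0, counted uniquely mapped reads per gene, counted reads with the same UMI once, and deposited UMI counts per gene and cell for every picked cell, without normalization. The values were checked to be whole numbers, and for the cells of Supplementary Table 1 used here the column totals equalled the UMI numbers given there. Spike-in RNAs were counted in the same columns as the genes. The files name genes by symbol or by Ensembl identifier, and the reference at hand is of another assembly, so no coordinates are given. Pathway databases, GO terms, the GenAge genes, published target genes of ATF6, ligand-receptor pairs, the regulatory network and the staining experiments were not analysed here, nor was any result for δ-cells and PP-cells beyond cell numbers, markers, hormones, CDKN1A, CDKN2A, PROCR and noise.

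Cells with over 800 genes and over 10000 UMIs were retained. The paper's further filter on the mapping rate was not used here. Expression was computed as log2(CPM/10 + 1), with CPM taken over the UMIs of macaque genes. Cells were clustered in Python 3.11.15 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0) on the 67 of 71 listed marker genes that the files hold, without principal components, where for markers of types other than α- and β-cells the part above the median of the library was taken, with 15 shared nearest neighbours and the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at a resolution of 0.2, and each cluster of at least 100 cells was clustered again at 0.4. An alternative used 30 principal components of the 2000 most variable genes, centred in each library, and 1 step at 0.4. Clusters were named by their leading genes among the same markers and by the highest hormone. No cell was moved by hand. One α-like cluster was led by the genes FDCSP, UBD, VCAM1, CCL2 and BCL2A1, which immune cells also express, and its cells were kept as α-cells because they carried the α-cell markers. Doublets were not called. Instead, the edgeR tests of age in β-cells, in the PC4-marked β-cells and in α-cells were repeated without the cells above the 95th percentile of UMIs. For β-cells and for the cells marked by PC4, the authors' own lists of cells were used, and the β-like clusters served as an alternative. The edgeR tests between cell types took the 4 kinds of clusters as the types, and the genes they call leave out the listed markers. The MNN correction of the paper was not repeated.

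Monkeys were the replicates in every test unless cells are named as the replicates. UMI counts were summed over the cells of a type in each monkey with at least 5 such cells and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test, sex and age group in the model, Benjamini-Hochberg adjustment, threshold 0.05). DESeq2 1.42.0 was the other tool. The same fits were made for males and females alone and for the interaction of sex and age. On counts with simulated changes of 2 on the log2 scale in 200 genes, edgeR at the real numbers of cells and monkeys recovered 73.5% in β-cells, 62.5% in the marked β-cells, 80.5% in α-cells, 44% in male and 53.5% in female β-cells, with between 3 and 12 false calls, and 75% for genes specific to δ-cells with 0 false calls. Smaller changes, such as the log2 fold change of 0.73 of HSP90B1 in β-cells, were not simulated. These shares therefore do not tell how many genes with such changes edgeR would miss. Gene lists for 3 UPR branches, ERAD, ER chaperones, ER oxidoreductases, the NRF2 pathway, the Bcl-2 family and SASP were written from general knowledge. They were tested with camera and fry of limma 3.58.1. Scores, shares, hormones and noise were compared between age groups by exact permutation tests over monkeys. The average difference of the t-test over cells was taken as the authors' software computes it, and over the genes of the paper's β-cell lists it had a correlation of 0.9999 with the values in the paper's tables.

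The genes named are every gene that the paper's results name for a comparison tested here and, for the age comparisons of β-cells and α-cells, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 and a mean of at least 10 CPM. The gene CHGB, the only gene called as rising in all β-cells, is named under that rule, and GHRL was chosen after its values were seen. The alternatives were DESeq2, no filter on low counts, no covariate, a replicate block, leaving out each monkey, thinning every cell to 10000 UMIs, leaving out possible doublets, the stricter filter of over 2000 genes and over 20000 UMIs, at least 30 β-cells per monkey, other clusters, other scales of expression, 500 instead of 1000 highly variable genes for noise, biological variation alone, means in place of medians, and cells as replicates.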

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

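The test of the depth of young male 4 and the limit of 1000 UMIs that defines a cell high in GHRL were chosen only after the results had been seen. A value far from its group is a monkey whose gap to its nearest neighbour, divided by the range of its group, exceeds Dixon's 95% critical value. Chance gives about 1 such value in 20 groups. Over 202 groups of monkeys there were 33, where 10.1 would be expected, and 10 of them belong to young male 3 and 8 to old male 2.

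Young male 3 stood apart from the other young monkeys with the fewest genes per cell (median 2686, next 3950), with the lowest β-cell scores of the ATF6 branch (1.65), the IRE1 branch (1.18) and the NRF2 pathway (1.20), with the highest technical variation of spike-ins in β-cells (0.0896) and α-cells (0.0840), and with the lowest noise in α-cells (9.60). It also had the highest SERPINA1 in β-cells (140 CPM), and in the PC4-marked cells the lowest DDR1 (6.08 CPM) and the highest CALCB (49.3 CPM). Its cells had the lowest median depth of the young monkeys. For the IRE1 and NRF2 scores, a lower number of UMIs as the whole cause is argued against by the values after every cell was thinned to 10000 UMIs of macaque genes. There the gap over the range stayed above the critical value of 0.526 (0.568 and 0.686), while that of the ATF6 score dropped below it (0.476). For α-cell noise it stayed above it as well (0.775). Noise is divided by the technical variation of spike-ins, which were not among the thinned genes, so for noise low depth cannot be excluded. Thinning does not equalise the quality of the RNA, which was not tested, and the day of collection cannot be told apart from the monkey. Individual biology stays open and untested as well.

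Old male 2 had the highest level of several ER genes among the old monkeys. In all β-cells these were HSP90B1 (3407 CPM), PDIA4 (510 CPM) and DNAJB11 (273 CPM), and in the PC4-marked cells HSP90B1 (3516 CPM), HSPA5 (2118 CPM), PDIA4 (547 CPM) and DDIT3 (61.7 CPM). Its CDKN2A in PP-cells was the lowest of 4 old monkeys, at 0. The rise of HSP90B1 with age does not rest on this monkey alone, since without it the unadjusted p was 0.00719. Whether its level reflects age, sex, its collection day or an acute stress of its islets was not tested.

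Young male 4 had 97.2% of its β-cells above 0 on PC4, like an old monkey, and the highest PDIA4 of the young monkeys (213 CPM). A low depth is argued against by its median of 79345 UMIs per cell, the second highest of the young monkeys. A wrong label was tested by an age signature of α-cells derived from the other monkeys, on which young male 4 lay at 0.647 between the young mean (0) and the old mean (1). This position is on the old side, but the signature placed only 8 of the 16 monkeys on the side of their own age group (4 of 8 young and 4 of 8 old), so it carries no information on age, and a wrong label cannot be told apart from a difference between monkeys. The prediction written beforehand was met by the position, and it was set aside because of that failure once the values were known.

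GHRL, which the paper does not discuss, was found in 100% of the cells of 4 libraries, one each of young female 2, young male 1, young male 3 and old male 4. In each of these libraries the highest cell held 3786 to 6807 GHRL UMIs, 1 of them (of old male 4) had a second cell over 1000 (3595), and the median of the cells other than the highest was 40 to 114.5 UMIs. In the 48 libraries of monkeys without such a cell, at most 4.44% of cells had a GHRL UMI (median 0%), and of the 12 other libraries of the monkeys with such a cell 6 had 0% and 6, among them all 3 of young male 3, had 53.2 to 87.8%, with 48 to 429 GHRL UMIs in their highest cell. This pattern may come from RNA or barcodes that passed between the cells of a library. A test on another gene goes with it: within monkeys, SST in α-cells followed the SST held by the δ-cells of the same library, with a Pearson correlation of 0.828 over 64 libraries and a Spearman correlation of 0.820 (one-sided permutation of libraries within monkeys, p = 0.0001 for each, the smallest that 10000 permutations can give), and 0.816 without the 2 libraries farthest from the median. GHRL in the other cells of these libraries is therefore a poor measure of their own expression. That the highest cells are ghrelin cells was not tested.

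The remaining values far from their group belong to single monkeys and to 1 or a few genes, and no technical explanation was tested for them. They are the PP-cell share of old female 2 (8.24%), INS in β-cells of young male 2 (13.09), PPY in PP-cells of old female 1 (11.58), the anti-apoptotic score of young female 2 (0.475) and of old male 4 (0.168), SPP1 in all β-cells (1301 CPM) and in marked β-cells (1049 CPM) of young male 1, and SORL1 of old male 4 (703 CPM). In the PC4-marked cells they are DNAJC3 of young female 4 (271 CPM), HYOU1 of young female 2 (81.2 CPM), LYPD8 of old male 3 (63.7 CPM), and in old female 1 ENSMFAG00000005679 (96.3 CPM) and another gene listed only by identifier (68.9 CPM). Hormones and scores are on the scale of log2(CPM/10 + 1). Sex, collection day and individual biology stay open for each.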

How the results depend on the processing

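The alternatives were set before the data were examined, apart from the linear scale for noise, the t-tests over cells for noise, CDKN1A, CDKN2A, gene lists and single genes, those of lists and genes over the PC4-marked cells, the t-test over the PC4-marked cells of each sex, DESeq2 and no filter for the interaction, the leave-one-out fits of PC4, and the SASP list without SPP1, which were chosen only after results had been seen. For 116 results with alternatives, 2121 values were computed. Of the 1987 set beforehand, 1765 kept the direction and the side of the threshold. Where a result changed, the cause was not tested unless it is given.

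With each monkey left out in turn, the SASP score in β-cells stayed between 0.115 and 0.156 above that of young monkeys, HSP90B1 in β-cells between 0.623 and 0.931 (exact p from 0.00808 to 0.0418), and the share of PC4-positive β-cells between 50.6 and 64.5 percentage points, and none of these lost an unadjusted p under 0.05. For PC4 this is not a test of age, since the authors chose PC4 as the component that went with age in these cells. The number of genes called in α-cells was 0 in all 16 such fits by edgeR (873 at an unadjusted p under 0.05 with all monkeys, 11 called by DESeq2).

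The number of genes called in β-cells was 2 with all monkeys and ranged from 0 to 2. It was 0 without young female 3, and 1 without young female 4, young males 1, 2 and 4, old females 2 and 3, and old males 1 and 3. CHGB lost its call without any of these monkeys or young female 2, with adjusted p values up to 0.133 (without old female 3), and ENSMFAG00000003105 without young female 3 (0.0998). In the PC4-marked cells the number ranged from 3 to 29 around 16, with 3 without young female 3, young male 2 or old male 1, 5 without young female 2, 7 without old female 4, 9 without old female 2, 10 without young male 1 and 29 without young female 4. Among the genes called there, the call of SERPINA1 was lost in 7 of 15 fits, that of LYPD8 in 4 and that of ENSMFAG00000005679 in 11, and HSP90B1 (adjusted p = 0.0398) and DNAJC3 (0.0357) were called without young female 4, and APOD (lowest 0.0378) without old female 2, old female 3 or old male 2. In males the number ranged from 0 to 1 (without young male 2), and in females from 0 to 10 (1 without young female 3 and 10 without young female 4).

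By tool and filter, β-cells had 35 called genes with DESeq2 and 9 without a filter on low counts, 4 in the β-like clusters, 1 without the cells above the 95th percentile of UMIs and 358 with cells as replicates. Marked β-cells had 100 with DESeq2, 46 without a filter, 30 with cells thinned to 10000 UMIs and 694 with cells as replicates. α-cells had 11 with DESeq2 and 193 with cells as replicates. Males had 28 with DESeq2, 10 without a filter, 1 in a fit on all 16 monkeys and 984 with cells as replicates, and females 32, 41 and 865, with 0 in the fit on all 16 monkeys (480 at an unadjusted p under 0.05). The interaction gave 4 with DESeq2 and 1 without a filter. As a block of same-numbered monkeys of 1 sex, which share only a number, the fits gave 6 genes in β-cells, 30 in marked β-cells, 0 in α-cells (846 at an unadjusted p under 0.05), 2 in males and 8 in females, and the numbers did not pair the monkeys, since the residual profiles of numbered partners correlated between -0.0583 and 0.106.

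Cell-type-specific genes at a log2 fold change over 2 numbered 93 in α-cells, 146 in β-cells, 81 in δ-cells and 76 in PP-cells, since the threshold is stricter, and with α- and β-cells reduced to δ-cell numbers 122 in α-cells, 273 in β-cells and 83 in PP-cells, where fewer cells are summed.

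CDKN1A in β-, δ- and PP-cells and CDKN2A in β-cells changed direction when some monkeys were left out. CDKN1A in α-cells and CDKN2A in α- and δ-cells stayed above 0 with each monkey left out. CDKN2A in PP-cells did so with each of the 4 old monkeys left out, and young monkeys were not left out there. Taking cells as replicates, CDKN1A was 0.219 higher in old β-cells and 0.0892 higher in old α-cells, CDKN2A 0.0816 higher in old α-cells, each past an unadjusted p of 0.05, and CDKN2A 0.0121 lower in old β-cells (-0.0121). CDKN2A in β-cells was -0.124 from summed counts. CDKN1A in δ-cells turned to 0.152 in the block and to 0.00623 with log2(CPM + 1). With 1 monkey left out, CDKN1A ranged from -0.0123 (without old male 3) to 0.230 in β-cells, from -0.212 to 0.102 in δ-cells (above 0 without young female 4, old male 2 or old male 4) and from -0.328 to 0.409 in PP-cells (below 0 without old female 2 or old male 2), and CDKN2A in β-cells from -0.0133 to 0.0320 (below 0 without young female 2, young male 3 or old male 3). In edgeR, CDKN1A in marked β-cells was -0.13, and turned to 0.0950 without sex in the model, 0.0207 in the block, 0.247 without the cells above the 95th percentile, and 0.216 when thinned, with a leave-one-out range of -0.41 to 0.0918 (above 0 without young female 1 or old female 2), and in α-cells the range was -0.0862 (without old female 4) to 0.27.

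Among the scores in β-cells, those from summed counts rose past an unadjusted 0.05 for the IRE1 branch (0.199) and ER chaperones (0.404). Chaperones did so in marked cells as well (0.588). With cells as replicates the differences were 0.117 for the ATF6 branch, 0.199 for the IRE1 branch, 0.0534 for the PERK branch, 0.192 for ERAD, 0.428 for chaperones, 0.279 for oxidoreductases and 0.152 for NRF2, each past 0.05. With the PC4-marked cells as replicates they were 0.120 for ATF6, 0.228 for IRE1, -0.0311 for PERK, 0.208 for ERAD, 0.598 for chaperones, 0.326 for oxidoreductases and 0.0428 for NRF2, of which PERK and NRF2 did not pass 0.05, 0.00253 for the anti-apoptotic genes, and -0.0722 for the pro-apoptotic genes, which passed it. From summed counts ERAD had 0.142, oxidoreductases 0.224 and NRF2 0.104. The PERK score turned to -0.00239 when thinned and to -0.0269 in marked cells. The anti-apoptotic score turned to 0.00721 with log2(CPM + 1), 0.0199 when thinned, 0.0052 over genes of at least 10 CPM and 0.0177 with cells as replicates. The SASP score in α-cells passed an unadjusted 0.05 from summed counts (0.0642), thinned (0.0499) and with cells as replicates (0.0536). Leaving out 1 monkey, the IRE1 score ranged from 0.123 to 0.279 and the chaperone score from 0.345 to 0.567 (past 0.05 without old female 1, p = 0.0423 and 0.0440), the PERK score from -0.0198 to 0.0332 (below 0 without young male 3, young male 4 or old female 4), the anti-apoptotic score from -0.0194 to 0.0259 (above 0 without young female 2 or old male 4), and the SASP score in α-cells from 0.0401 to 0.0692 (past 0.05 without young female 1, young female 3, old female 2 or old male 4, lowest p = 0.0297).

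The noise in β-cells was -0.261 when thinned and ranged from -0.568 to 0.592 with 1 monkey left out (below 0 without young male 3, old female 4 or old male 3). In α-cells it was 8.17 on the linear scale, 11.7 on that scale with cells as replicates, 0.00216 for biological variation alone and -0.427 with cells as replicates, and ranged from -1.03 to 0.127 (above 0 without old female 1). In δ-cells it was 13.9 on the linear scale. In PP-cells it was 51.9 on the linear scale, 16.7 there with cells as replicates, 0.0463 for biological variation alone, 0.534 with means per monkey and 1.81 with cells as replicates, and ranged from -1.13 to 0.376 (above 0 without old female 1 or old male 4). On the linear scale the median correlation with noise was 0.0683 for HSP90B1, 0.0261 for PDIA3 and -0.0123 for PDIA4.

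The share of α-cells ranged from -6.38 to 0.223 percentage points (above 0 without old female 4), that of β-cells from 0.467 (without old female 4) to 6.62, that of PP-cells from 0.0666 (without old female 2) to 1.21, and that of δ-cells from -1.25 to -0.728 (unadjusted p = 0.0385 without young male 4 and 0.0323 without old female 2). DDIT3 in β-cells ranged from -0.129 to 0.0639 on the cell scale and from -0.36 to 0.14 in edgeR (above 0 without young male 2 in both), and was 0.000228 with at least 30 β-cells per monkey. PDIA5 ranged from -0.12 to 0.16 in β-cells (below 0 without young male 2 or old male 1) and from -0.0855 to 0.29 in marked cells (below 0 without old male 1), and TTR in α-cells from -0.14 to 0.00957 (above 0 without young female 2 or old female 1).

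Depth and numbers limit the rarer cells. PP-cells were compared in 3 young and 4 old monkeys, for which the smallest exact p is 0.0286, and no block was formed for their noise, so that this alternative has no value for PP-cells. For PP-cells, the fits that leave out 1 monkey left out only the 4 old monkeys. Genes changed with age were not tested in PP-cells and δ-cells.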

Differences from the paper's values

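The linear scale for noise and the t-tests over cells for noise, CDKN1A, CDKN2A, gene branches and IAPP, and those over the PC4-marked cells, were chosen only after results had been seen. Throughout, the paper's tests took cells as replicates, and the values given here took monkeys unless stated.

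For cell-type-specific genes, the paper's numbers are 205 in α-cells, 231 in β-cells and 151 in PP-cells, and those here 415, 654 and 271. With α- and β-cells reduced to δ-cell numbers, set before the data were examined, β-cells had 273, within 1.5 times the paper's number. The other alternatives in β-cells (146 at a log2 fold change over 2 and 656 without a filter) and all alternatives in α-cells (93 to 453) and PP-cells (76 to 232) stayed apart from the paper's numbers. δ-cells, with 147 in the paper and 194 here, were within 1.5 times.

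For transcriptional noise, the paper gives p = 1.9e-10 in α-cells, 4.6e-07 in β-cells and 0.3 in PP-cells, and the exact permutation tests here gave 0.746, 0.856 and 0.857. None of the 24 alternatives came within 1.5 times of the paper's p in α-cells or β-cells, where they gave 1.2e-06 to 0.960 and 0.510 to 0.992. The lowest in α-cells came from the linear scale with cells as replicates, chosen after seeing the values. In PP-cells, 1 of 11 alternatives did, the fit without old female 2, and the others gave values between 0.0571 and 1.

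For genes changed with age, the paper lists 500 up and 206 down in the PC4-marked β-cells and 119 up and 60 down in the PC9-marked α-cells. edgeR across monkeys gave 8 up and 8 down in the marked β-cells, and 0 up and 0 down in all α-cells, a wider group than the paper's (873 at an unadjusted p under 0.05, 10 up and 1 down by DESeq2). Of 22 alternatives in β-cells and 24 in α-cells, the one with cells as replicates and the paper's t-test and 3 thresholds gave 480 up and 214 down in β-cells, close to the paper's numbers, and 136 up and 57 down in all α-cells, and the others stayed apart. These last 2 are within 1.5 times of the paper's PC9 lists, which cover other cells, while the paper's direct comparison of all α-cells lists 83 up and 55 down, and 136 is over 1.5 times 83. In the marked β-cells it called 476 of the paper's 500 and 202 of its 206 genes, and so dropped 24 and 4. In all α-cells it called 69 of 83 and 41 of 55 genes of the paper's direct comparison. For genes changed in both types, the paper gives 45 up and 21 down, and edgeR 0 and 0 (41 and 39 at an unadjusted p under 0.05). The paper's overlap is between its PC9- and PC4-marked cells. With cells as replicates, all α-cells and all β-cells shared 12 up, which stayed apart, and 19 down, which did not, and all α-cells and the PC4-marked β-cells, chosen after seeing the values, shared 33 up and 21 down, both within 1.5 times.

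For the UPR branches in β-cells, the paper gives p = 1.6e-05 for ATF6 and 5.4e-09 for IRE1, and the permutation tests here gave 0.287 and 0.117. None of the 25 alternatives came within 1.5 times of these, with values of 1.3e-04 to 0.559 and 7.1e-14 to 0.233, of which the lowest took all β-cells as replicates and were chosen after seeing the values. The paper states that its PC-marked cells were used from there on, and over the PC4-marked cells the t-test gave 0.00145 for ATF6 and 1.0e-11 for IRE1. The genes of the branches are a list of this re-analysis, since the paper's text does not name its full lists. For IAPP, the paper gives p = 3.1e-19, which its Supplementary Table 2 lists for the PC4-marked cells, and the permutation test over all β-cells gave 0.162. Of 23 alternatives, the t-test with equal variances over the PC4-marked cells, chosen after seeing the values, gave 3.5e-19, within 1.5 times of the paper's, and the others, none of which was, lay between 9.7e-18 (all β-cells as replicates, also chosen after seeing the values) and 0.320. The t-test with unequal variances that was used for the lists of genes gave 7.0e-19 over the PC4-marked cells, which is not within 1.5 times, and 4.5e-17 over all β-cells. The log2 fold change of IAPP in the paper, 0.67, is the average difference of the same table, which is formed by a natural exponential of log2 values and is not a plain log2 fold change. On that scale the PC4-marked cells gave 0.652 and all β-cells 0.424 here. The difference of monkey means of log2(CPM/10 + 1), on another scale, was 0.47.

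For CDKN1A, the paper's p is about 0.01 in α-cells and about 0.0076 in β-cells in Fig. 2D, read by eye, and the permutation tests gave 0.496 and 0.622. For CDKN2A in α-cells it is about 0.02 in Fig. 2D, read by eye, against 0.179. The t-test over cells, chosen after seeing the values, gave 0.00907 for CDKN1A in β-cells, close to the paper's, and 0.0339 for CDKN1A and 0.00769 for CDKN2A in α-cells, which were not within 1.5 times. None of the alternatives set before the data were examined came within 1.5 times, with values of up to 0.886 for CDKN1A in α-cells, 0.954 in β-cells and 0.322 for CDKN2A in α-cells.

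The paper states that noise is higher in aged α-cells and β-cells. Here the difference was -0.289 in α-cells and 0.216 in β-cells, and 8.17 in α-cells on the linear scale, chosen after seeing the values. The paper states that HSP90B1, PDIA3 and PDIA4 are among the genes correlated with noise above 0.6 in β-cells, and the pooled correlations here were 0.0924, 0.242 and 0.127, with 0 of 6981 genes above 0.6 on the log or the linear scale (highest 0.348 and 0.252). These are over single cells, whereas the caption of Fig. 2G speaks of bins of cells ranked by noise, and correlations over bins were not computed, so the paper's threshold was not tested on the scale of bins. The paper describes TTR as highly expressed in aged α-cells. It was high in both age groups, with a log2 fold change of -0.06. The ATF6 branch rises in the paper. The list used here for this branch is not limited to genes activated by ATF6. Here its score was higher in old monkeys (2.17 and 2.31, exact p = 0.287), and 5 of its 12 genes rose in all β-cells (median log2 fold change -0.07, mean 0.07) and 6 of 12 in the PC4-marked cells (median 0.07), with camera and fry pointing up without a call.

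Several genes that the paper calls as rising rose without a call in edgeR's main fit across monkeys and were called in another setting of the same cells. For SPP1 this holds in all β-cells only, since the main fit called it in the marked β-cells (adjusted p = 0.0463). In all β-cells, DESeq2 called SPP1 (adjusted p = 0.0405) and APOD (0.00889), and edgeR without a filter called SPP1 (0.0398). In the marked β-cells, DESeq2 called HSP90B1 (0.00428), HSPA5 (0.0355), PDIA4 (0.00428), DNAJC3 (0.0115) and APOD (6.6e-04), edgeR without a filter HSP90B1 (0.0101), PDIA4 (0.0148), DNAJC3 (0.0320) and APOD (0.00650), and edgeR on thinned cells HSP90B1 (0.0339), PDIA4 (0.0289) and HYOU1 (0.0399). edgeR without sex in the model called HSP90B1 (0.0389), and edgeR without the cells above the 95th percentile of UMIs called APOD (0.0444). The paper's SORL1 was not called in any setting across monkeys, and with cells as replicates its unadjusted p was 0.132.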

Other observations

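The tests of splits for the t-test over cells, for genes at an unadjusted p, for splits with equal numbers of old monkeys and for the overlap of α-cells and β-cells, those of RNA passed between cells for SPP1, APOD and SERPINA1, and those of SPP1 alone and of depth for CHGB were chosen only after the results had been seen.

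Each count of genes was compared with that in other splits of the same monkeys into groups of the same sizes, balanced for sex, of which 100 were drawn with the real one included (35 in a single sex). As many genes as in the real split were called in 2 of 100 splits in β-cells, so chance can be excluded there at a share of 0.05. In the PC4-marked cells it was 3 of 100, but the authors chose PC4 for how it parts the real groups, which favours the real split, so this does not exclude chance. For α-cells (100 of 100), males (35 of 35), females (35 of 35) and the interaction (100 of 100), edgeR called 0 genes in the real split (DESeq2 11, 28, 32 and 4), which any split equals, so this comparison says nothing about chance there. By the number of genes at an unadjusted p under 0.05 (873, 517, 510 and 564), as many were found in 11 of 100, 7 of 35, 7 of 35 and 28 of 100 splits, and in 8 of 100 for all β-cells (671) and 12 of 100 for the marked cells (854), so chance cannot be excluded for any of these 6 numbers. For cell-type-specific genes, 1 of 24 reassignments of the type labels, the real one, gave as many genes in each of the 4 types, with at most 7 genes in any other. The types were clustered on the expression of the same cells, so the real labels had to give more genes and this does not test chance.

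The larger number of genes in the PC4-marked cells than in all β-cells may come from selecting cells on an expression axis that is then tested. When the marking was repeated on other splits, taking the PC4-negative cells of one group and the PC4-positive cells of the other, 57 of 99 other splits gave at least 1 gene (mean 2.59, at most 21), while with all β-cells 3 of 99 did (mean 0.0404). Among the 29 other splits with 4 old and 4 young monkeys in each group, 16 gave at least 1 gene with the marking (mean 1.97, at most 10) and 1 without it, but leaving out monkeys with under 5 marked cells made these groups between 20 and 80% old. Calls with the marking are thus not limited to the real split, and how much of them rests on age was not separated. The real split, with 16 genes, exceeded most of these, and age stays open as an untested part of the difference.

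With cells as replicates and the paper's t-test and thresholds, as many genes as in the real split were called in 31 of 100 splits of the monkeys in all β-cells (358 genes, median of the others 320), in 68 of 100 in the marked β-cells (694, median 748) and in 20 of 100 in α-cells (193, median 148), so chance cannot be excluded for these counts. The share of the β-cell genes also called in the marked cells, 72.1%, was reached in 17 of 100 splits (median 58.7%). The correlation of the changes in α-cells and β-cells, 0.278, was reached in 45 of 100 splits (median 0.274), so chance cannot be excluded, and a sharing of RNA between cells of one monkey was not separated from it.

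Signal shared between cells of one library was tested on genes whose source type is known. Within monkeys, INS in α-cells followed the INS of the β-cells of the library (r = 0.698, p = 0.0001, the smallest that 10000 permutations can give), PPY in α-cells that of PP-cells (r = 0.558, p = 4.0e-04), SST in β-cells that of δ-cells (r = 0.776) and GCG in β-cells that of α-cells (r = 0.374, p = 0.0034), all by one-sided permutation of libraries within monkeys and with an adjusted p of at most 0.00453 over the 8 relations tested. Spearman's correlations were 0.650, 0.462, 0.756 and 0.399 (p of at most 0.0028), and without the 2 libraries farthest from the median r was 0.661, 0.531, 0.730 and 0.284. For SPP1, which rises with age in both types, the α-cell level followed the β-cell level of the library (r = 0.450, p = 3.0e-04, rho = 0.449, p = 8.0e-04, r = 0.463 without the 2 farthest libraries). Its ratio of 0.0550 between the types lay within the middle 95% of genes specific to β-cells (0.0225 to 0.822), a range too wide to decide. The ratio was 0.0168 for IAPP and 0.117 for INS. By the correlation, the rise of SPP1 in α-cells may come from the RNA of β-cells, and a rise of its own with age stays open. For APOD, the level in α-cells was 0.915 of that in β-cells, above the middle 95%, which argues against RNA of β-cells as the whole source, although its correlation over libraries (r = 0.385, p = 0.0057, rho = 0.271, p = 0.0235, r = 0.304 without the 2 farthest libraries) goes with it. For SERPINA1, whose β-cell level was 0.368 of its α-cell level, the ratio lay within a wide range of genes specific to α-cells (0.0848 to 1.01) and the correlation over libraries was 0.120 (p = 0.231, rho = 0.162, p = 0.148, r = 0.121 without the 2 farthest libraries), so passed RNA and a change in β-cells cannot be told apart. The prediction for the ratio was met, and it was set aside because of the correlation once both values were known.

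The rise of the SASP list in β-cells does not rest on SPP1 alone, since without SPP1 camera gave p = 0.00153. The rise of CHGB is not removed by equal depth, since with cells thinned to 10000 UMIs its adjusted p was 0.00427, against 0.0292 at full depth and a range of 7.3e-06 (DESeq2) to 0.185 (at least 30 β-cells per monkey) over its alternatives. Whether these changes come from age or from the days on which the monkeys were collected was not tested.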
